# A short peptide protects from age‐onset proteotoxicity

**DOI:** 10.1111/acel.14013

**Published:** 2023-10-27

**Authors:** Hassan Elsana, Reut Bruck‐Haimson, Huadong Zhu, Atif Ahmed Siddiqui, Adam Zaretsky, Irit Cohen, Hana Boocholez, Noa Roitenberg, Lorna Moll, Inbar Plaschkes, David Naor, Ehud Cohen

**Keywords:** aging, *C*. *elegans*, neurodegeneration, proteostasis, trans chaperone signaling

## Abstract

Aberrant protein aggregation jeopardizes cellular functionality and underlies the development of a myriad of late‐onset maladies including Alzheimer's disease (AD) and Huntington's disease (HD). Accordingly, molecules that mitigate the toxicity of hazardous protein aggregates are of great interest as potential future therapeutics. Here we asked whether a small peptide, composed of five amino acids (5MER peptide) that was derived from the human pro‐inflammatory CD44 protein, could protect model nematodes from the toxicity of aggregative proteins that underlie the development of neurodegenerative disorders in humans. We found that the 5MER peptide mitigates the toxicity that stems from both; the AD‐causing Aβ peptide and a stretch of poly‐glutamine that is accountable for the development of several disorders including HD, while minimally affecting lifespan. This protection was dependent on the activity of aging‐regulating transcription factors and associated with enhanced Aβ and polyQ35‐YFP aggregation. A transcriptomic analysis unveiled that the peptide modifies signaling pathways, thereby modulating the expression of various genes, including these, which are known as protein homeostasis (proteostasis) regulators such as *txt‐13* and modifiers of proteasome activity. The knockdown of *txt‐13* protects worms from proteotoxicity to the same extent as the 5MER peptide, suggesting that the peptide activates the transcellular chaperone signaling to promote proteostasis. Together, our results propose that the 5MER peptide should be considered as a component of future therapeutic cocktails for the treatment of neurodegenerative maladies.

**Abbreviations**
AD: Alzheimer's disease
APP: Amyloid precursor protein
Aβ: Amyloid β
EV: Empty vector
GFP: Green fluorescent protein
HD: Huntington's disease
HSF‐1: Heat shock factor‐1
NGS: Next generation sequencing
PN: Proteostasis network
PolyQ: Poly‐glutamine
Proteostasis: Protein homeostasis
Proteotoxicity: Toxic protein aggregation
qPCR: Quantitative real‐time PCR
RA: Rheumatoid Arthritis
RNAi: RNA interference
RNA‐seq: RNA sequencing
SAA: Serum amyloid A
WB: Western blot
YFP: Yellow fluorescent protein
SCF: Stem cell factor
TCS: Transcellular chaperone signaling
TOR: Target of rapamycin
UPS: Ubiquitin proteasome system

## 1 INTRODUCTION

Maintaining the integrity of the proteome is crucial for cellular and organismal functionality and viability. To achieve and maintain protein homeostasis (proteostasis), organisms have developed a network of mechanisms that act in an orchestrated manner to assist nascent polypeptides in reaching their functional spatial folding, ensure accurate protein–protein interactions, and degrade terminally misfolded proteins by specialized mechanisms (Jayaraj et al., 2019). Early in life, these coordinated activities of the “proteostasis network” (PN) successfully ensure proteostasis; however, as the organism ages, proteins that bear an intrinsic propensity to misfold escape the cellular surveillance mechanisms and form insoluble aggregates that accrue within cells and tissues. The accumulation of protein aggregates jeopardizes proteostasis and can lead to the development of a myriad of diseases that are collectively known as “proteinopathies” (Paulson, 1999). Late‐onset neurodegenerative diseases are prevalent proteinopathies that affect elder individuals throughout the industrialized world. Alzheimer's disease (AD) (Long & Holtzman, 2019) and poly‐glutamine (polyQ) expansion disorders, such as Huntington's disease (HD) (Shao & Diamond, 2007), are incurable neurodegenerative maladies that stem from toxic protein aggregation (proteotoxicity) (Carvalhal Marques et al., 2015).

The aggregation of a family of peptides known as “Amyloid β (Aβ) peptides” underlies the development of AD. Aβ peptides are cleavage products of the type 1 transmembrane protein, amyloid precursor protein (APP), which undergoes digestion by two proteolytic entities, the β and γ secretases. The “Amyloid hypothesis” (Hardy & Selkoe, 2002) proposed that an elevated digestion of APP leads to an increased production of the family of Aβ peptides. These peptides aggregate and accumulate in plaques, which in turn, underlie the manifestation of AD. This hypothesis was the basis for most attempts to develop remedies for AD, alas; the amyloid hypothesis fails to explain how familial (Ben‐Gedalya et al., 2015) and sporadic (Szaruga et al., 2015) cases of AD onset. Accordingly, all efforts to develop remedies for AD, have failed (Panza et al., 2019). In fact, despite the recent approval of the antibody lecanemab as a new treatment for AD, its safety and efficacy are still questionable (Couzin‐Frankel, 2023).

Similarly, abnormally long poly‐glutamine expansions render different proteins to be aggregation‐prone and underlie the development of various neurodegenerative disorders. These include Huntington's disease and different types of ataxia, all of which are incurable (Shao & Diamond, 2007).

The lack of treatment for these devastating diseases calls for the development of new therapeutic compounds which could be combined to create drug cocktails that concurrently modulate different cellular and organismal mechanisms to efficiently promote proteostasis, postpone the development of neurodegenerative disorders, and slow their progression once emerged.

Here we tested whether a novel 5MER peptide, MTADV (Methionine Threonine, Alanine, Aspartic Acid, and Valine), is capable of mitigating neurodegenerative‐causing proteotoxicity. The 5MER peptide was originally derived from a sequence of a pro‐inflammatory CD44 variant isolated from the synovial fluid of a rheumatoid arthritis (RA) patient. This human peptide displays an efficient anti‐inflammatory effect and ameliorates pathology and clinical symptoms in mouse models of multiple sclerosis, RA, and inflammatory bowel disease. The 5MER peptide was also found to disrupt the assembly of oligomers and aggregates of the serum amyloid A protein (SAA), which are correlated with the SAA pro‐inflammatory activity, leading to chronic inflammation and amyloidosis (Hemed‐Shaked et al., 2021). These counter‐proteotoxic properties of the 5MER peptide have led us to ask whether it is capable of mitigating the toxicity of neurodegeneration‐causing amyloidegenic peptides. To address this, we employed transgenic *Caenorhabditis elegans* (*C*. *elegans*) nematodes that were engineered to express aggregative peptides known to cause neurodegenerative diseases in humans. We found that the 5MER peptide protects the worms from motility impairments that emanate from the expression of Aβ or polyQ stretches in muscles and neurons. This protection was entirely dependent on the expression of proteostasis‐promoting transcription factors (Cohen et al., 2006; van Oosten‐Hawle et al., 2013), and was associated with enhanced protective protein aggregation. Using RNA sequencing (RNA‐seq), we characterized the gene networks that are influenced by the 5MER peptide and discovered that the transcriptomic landscape is more significantly modulated upon exposure to the peptide in worms that express high Aβ levels compared to the changes that were observed in their counterparts that express very low levels of this aggregative peptide. Our data also suggest that the 5MER peptide modulates the activity of the target of rapamycin (TOR) kinase. Among the genes that exhibited increased expression levels upon treatment with the 5MER peptide, we identified several nuclear hormone receptors and a gene that codes for a protein that is involved in the mediating trans‐chaperone signaling.

Our findings indicate that the 5MER protects model nematodes from proteotoxicity by modulating the activity of the PN and suggest that this peptide could be a component of future therapeutic cocktails for the treatment of neurodegenerative disorders.

## 2 MATERIALS AND METHODS

### 2.1 Peptides

The 5MER peptide (MTADV) was produced by Sigma‐Aldrich Rehovot, Israel and Sigma‐Aldrich Woodlands, TX, USA (>95% purity). 5MER and the scrambled peptides (TMVAD) were also produced by PepTech Corp., Burlington, MA, USA (>98% purity). The peptides were acetylated at the N‐terminus and amidated at the C‐terminus by the manufacturers to improve stability.

### 2.2 *C*. *elegans* strains and growth conditions

N2 (wild‐type, Bristol), CL2006 (*unc‐54*p::human Aβ_3‐42_) and AM140 (*unc‐54*p::polyQ35‐YFP) worms were obtained from the Caenorhabditis Genetics Center (CGC), which is funded by the NIH Office of Research Infrastructure Programs (P40 OD010440). AM716 worms (*rgef‐1p*::polyQ67‐YFP) were a generous gift from Prof. Richard Morimoto (Northwestern University). CF512 (fer‐15(b26)II; fem‐1(hc17)IV), daf‐16(mu86), muIs109 [Pdaf‐16::gfp::daf‐16cDNA + Podr‐1::rfp] (CF1934), and glp‐1(e2144ts) strain (CF1930) were generously provided by Prof. Andrew Dillin (Berkeley University). N2, CL2006, CF1934, AM140, and AM716 strains were grown at 20°C on nematode growth media (NGM) plates and fed with *Escherichia Coli* HT115 bacteria. CF512 and CF1930 animals are heat‐sensitive and thus were routinely grown at 15°C. To avoid progeny, CF512 and CF1930 worms were hatched at 20°C, and L1 larvae were transferred to 25°C for 48 h and back to 20°C. Standard *C*. *elegans* techniques were used to maintain the strains.

### 2.3 Paralysis and thrashing assays

For the paralysis assay, synchronized CL2006 eggs were placed on NGM‐ampicillin plates seeded with the desired bacteria and supplemented with 100 mM ampicillin (4 mM final). The worms were allowed to develop until day 1 of adulthood. One hundred and twenty animals were then transferred onto small NGM plates seeded with the respective *E*. *coli* culture. Paralyzed worms were recorded daily by tapping the worms' noses with a platinum wire. A paralyzed animal was defined as an animal than can move its head but is unable to crawl away. The assays were terminated at day 12 of adulthood, when the wild‐type animals started exhibiting age‐related paralysis. The trashing rate was determined by transferring individual animals into a drop of M9 buffer at the indicated time points, according to the strain (AM140 or AM716). The worms were allowed 30 s for adaptation, and the number of body bends was counted during the next 30 s. Twenty animals per treatment per independent experiment were used, and at least three independent experiments were performed.

### 2.4 Lifespan assays

Synchronized eggs were placed on master NG‐ampicillin plates seeded with the indicated RNAi bacterial strain and supplemented with 100 mM IPTG (~1 mM final). CF512 worms were hatched at 20°C, transferred to 25°C for 48 h to avoid progeny, and back to 20°C. At day 1 of adulthood, 120 animals per treatment were transferred onto small NG‐ampicillin plates (12 animals per plate). Worms that failed to move their tips when tapped twice with a platinum wire were scored as dead.

### 2.5 Western blot of Aβ

Ten thousand worms were treated with 200 μM 5MER peptide and homogenized using a glass Dounce homogenizer (Kimble cat # 885301‐0002). The worm homogenates were spun for 3 min at 850 *× g* (3000 rpm in a desktop centrifuge) to sediment debris. The post‐debris supernatants (PDS) were collected, protein amounts were measured by a BCA kit, supplemented with loading buffer (10% glycerol, 125 mM Tris base, 1% SDS), boiled for 10 min and 20 μg of total protein were loaded into each well. Proteins were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS‐PAGE), transferred onto a nitrocellulose membrane (#66485; Pall Corporation), and probed with an Aβ antibody (#SIG‐39320; clone 6E10, Covance). HRP‐conjugated secondary antibodies, a chemiluminescence system, and a luminescent image analyzer (Chemidoc XRS+, Biorad) were used to detect protein signals.

### 2.6 Native agarose gel electrophoresis (NAGE)

AM140 worms were either soaked with 200 μM 5MER at days 1 and 2 of adulthood or left untreated. Both worm groups were homogenized at day 3 of adulthood (4°C). For each sample, 100 μg of total protein were loaded onto a 1% agarose gel and run at 4°C, 40 V for 15 h. YFP fluorescence intensities in the gels were visualized using a Typhoon FLA 9500 (GE Healthcare).

### 2.7 Filter trap assay

AM140 worms were grown on HT115 bacteria harboring the empty RNAi vector (EV). On days 1 and 2 of adulthood, the animals were soaked for 3 h with 200 μM 5MER peptide. At day 3, the worms were washed with M9 buffer, collected, and frozen in liquid N2. The worm pellets were thawed on ice and disrupted using a bullet blender in a lysis buffer (50 mM Hepes pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton X‐100) supplemented with an EDTA‐free protease inhibitor cocktail (Roche). Debris were sediment by low‐speed centrifugation (8000 × *g* spin for 5 min, 4°C). 100 μg of each protein extract was supplemented with SDS to the final concentration of 0.5% and loaded onto a cellulose acetate membrane assembled in a slot blot apparatus (Bio‐Rad cat#1703938). The membrane was washed with 0.2% SDS, and the retained Q35‐GFP was assessed by immunoblotting for GFP.

### 2.8 Computational analysis of polyQ35‐YFP foci

To determine the size distribution of foci, we used the ImageJ software. Automatic threshold was determined, which converted the image into a binary image. The particles were filtered by area to include ones between 15 and 1000 pixels^2^. These values ensure excluding of noise and large particles deriving from continuous labeling. The same procedure was used to analyze all images from all time points and treatments.

### 2.9 RNAi and cloning procedures

All RNAi experiments were carried out on NGM‐ampicillin plates seeded with *E*. *coli* harboring the appropriate RNAi clone grown in LB medium overnight at 37°C and supplemented with 100 mM isopropyl β‐d‐1‐thiogalactopyranoside (IPTG; final concentration of 4 mM) to induce the expression of the dsRNA. Empty vector (pAD12) and *daf‐16* (pAD43) RNAi were a generous gift of Prof. Andrew Dillin. *skn‐1*, *hsf‐1* and *pqm‐1* RNAi were obtained from the library generated in the laboratory of Marc Vidal. *txt‐13* and *nhr‐58* RNAi plasmids were created by amplifying the relevant sequences (Table S2) using PCR and cloning into the L4440 plasmid using the restriction enzymes Nhl‐1 and Xho‐1.

### 2.10 RNA isolation, next generation sequencing and quantitative real‐time PCR

Total RNA was isolated using a NucleoSpin® RNA kit (MACHEREY‐NAGEL; 740955). For each time point, 10,000 synchronized eggs were placed on NG‐ampicillin plates seeded with HT115 bacteria. The worms were washed daily with M9 to get rid of progeny, and adult worms were transferred onto new plates. At day 6 of adulthood, the worms were harvested in M9 and frozen in liquid N_2_. The worms were thawed and subjected to mechanical disruption using a glass 2 mL Dounce homogenizer (Kimble cat # 885301‐0002). Homogenates were transferred to microcentrifuge tubes and centrifuged at 14,000 × *g* for 5 min. The supernatants were transferred to NucleoSpin® Filter (NucleoSpin® RNA kit; Macherey‐Nagel), and total RNA was purified according to the manufacturer's instructions. The RNA was quantified using a NanoDrop 2000c spectrophotometer.

*For NGS*, we used RNA ScreenTape kit (catalog #5067‐5576; Agilent Technologies), D1000 ScreenTape kit (catalog #5067‐5582; Agilent Technologies), Qubit® RNA HS Assay kit (catalog # Q32852; Invitrogen), and Qubit® DNA HS Assay kit (catalog #32854; Invitrogen). mRNA libraries were prepared using KAPA Stranded mRNA kit with mRNA Capture Beads (KAPA Biosystems, KK8421). In brief, 1 μg was used for the library construction; library was eluted in 20 μL of elution buffer. All DNA sample libraries were pooled into 10 nM samples. Multiplex sample pools were loaded on NovaSeq 6000 (Illumina) using NovaSeq 6000 SP Reagent Kit v1.5, 100 cycles (cat# 20028401), with 122 cycles of single‐end sequencing (data is available at GSE230640).

*For qPCR analysis*, cDNA was prepared by random‐priming, and cDNAs were generated by reverse transcription of the total RNA samples with iScript^RT^ Advanced cDNA Synthesis Kit for RT‐PCR (#170‐8891; Bio‐Rad, Hercules) per the manufacturer's protocol. Analyses by qPCR were performed with EvaGreen SuperMix (catalog #172‐5204; Bio‐Rad) and normalized to levels of *cdc‐42* cDNA. Primer sequences are listed in Table S2. The qPCR reactions for each gene were performed in triplicates.

### 2.11 Computational analyses of next generation sequencing data

Raw reads were processed for quality trimming and adaptor removal using fastx_toolkit v0.0.14 and cutadapt v2.10 (Marcel, 2011). The processed reads were aligned to the *C*. *elegans* transcriptome and genome version WBcel235 with annotations from Ensembl release 106 using TopHat v2.1.1 (Kim et al., 2013). Counts per gene quantification were done with htseq‐count v2.01 (Anders et al., 2015). Normalization and differential expression analysis were done with the DESeq2 package v1.36.0 (Love et al., 2014). Normalized counts were further batch corrected for the effect of the three repeats of the biological procedure. Pair‐wise comparisons were tested with default parameters (Wald test) without applying the independent filtering algorithm. Significance threshold was taken as *p*_adj_ < 0.1.

Wormcat (www.wormcat.com) was used for gene enrichment analysis.

### 2.12 In‐vitro proteasome activity assay

Worms were homogenized, and 10 μg of total protein per sample was loaded into a 96‐well plate and 25 μM of a Suc‐LLVY‐AMC (chymotrypsin‐like activity) fluorogenic substrate was added. The reactions were excited at 380 nm, and emission was measured at 480 nm every 5 min for 90 min at 25°C. Results at time 0 of each experiment were defined as base line.

### 2.13 Statistical analysis and software

The results are presented as the mean ± standard error of mean (SEM) of at least three independent, for qPCR experiments, paralysis, and thrashing assays, the statistical significance of differences was assessed using the Student's *t*‐test. All the statistical analyses and plotting of the data were performed using GraphPad Prism 9 (GraphPad Software, Inc.).

## 3 RESULTS

### 3.1 The 5MER peptide protects from proteotoxicity

To test whether the 5MER peptide protects model worms from proteotoxicity, we employed animals that express the human Aβ_3–42_ peptide in their body wall muscles (strain CL2006). This expression, which is driven by the *unc‐54* promoter, impairs muscle function and results in progressive paralysis within the worm population (Link, 1995), a phenotype that serves as a measurement of proteotoxicity [paralysis assay (Cohen et al., 2006)]. Identical, two‐day‐old, synchronized populations of CL2006 worms were soaked for 3 h with 10, 50, 100, or 200 μM 5MER peptide. Thereafter, the same concentrations of the peptide were added daily to the plates during the entire experiment. An additional group of worms was soaked in the M9 buffer (EV) and served as a control group. Rates of paralysis within all worm populations were recorded daily. Treatment with 200 μM 5MER peptide provided the most efficient protection from proteotoxicity, as at day 12 of adulthood, 58% of the untreated animals were paralyzed, whereas only 33% of the animals that were exposed to 200 μM 5MER peptide showed this phenotype. Lower concentrations of the 5MER peptide have led to less prominent protection (Figure 1a). Three independent experiments confirmed the reproducibility and significance of the protection provided by 200 μM 5MER peptide (Figure 1b). Of note, treatment with higher concentrations of the 5MER peptide did not further reduce the rate of paralysis. In fact, treatment with 400 and 800 μM resulted in similar protection as 200 μM, and exposing the worms to 1000 μM abolished the protection (Figure S1A), suggesting that at high concentrations, the 5MER peptide may be toxic. In addition, treating the worms with 200 μM of a scrambled peptide, composed by the same amino acids but in a different order, did not protect the worms from Aβ (Figure S1B). Since 200 μM 5MER is the lowest concentration that significantly protects the worms from Aβ‐mediated toxicity, we continued our investigation using this concentration of the peptide.

**FIGURE 1:**
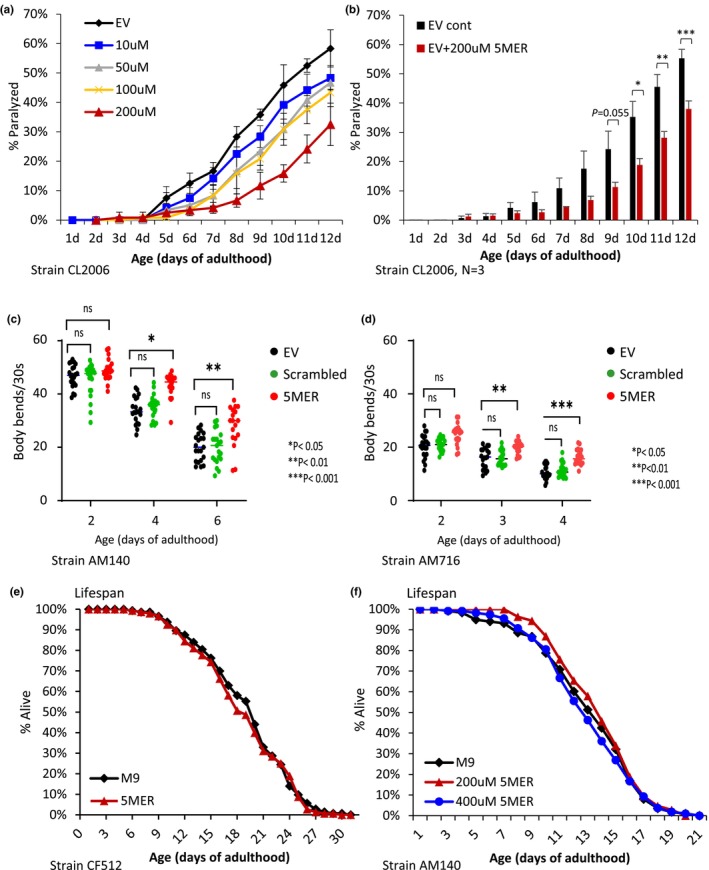
The 5MER peptide protects from proteotoxicity. (a) CL2006 worms were either left untreated (EV) or exposed to the indicated concentrations of the 5MER peptide (MTADV). A paralysis assay indicated that treatment with the peptide protects the worms from Aβ‐mediated paralysis in a dose‐response fashion. Treatment with 100 μM and with 200 μM showed significant protection (*p* = 0.019 and 0.0012, respectively). (b) Three independent experiments confirm that treatment with 200 μM 5MER peptide significantly protects the worms from paralysis (*N* = 3, *p < 0.05, **p < 0.01, ***p < 0.001). (c, d) The 5MER peptide mitigates the toxicity that emanates from poly‐glutamine (polyQ35‐YFP, strain AM140) stretches expressed in muscles (c) and protects from polyQ67‐YFP expressed in neurons (strain AM716) (d). (e) A daily exposure of CF512 worms to 200 μM 5MER peptide has no effect on lifespan. (f) AM140 worms were left untreated (M9) or treated with 200 or 400 μM 5MER peptide from day 1 of adulthood, and their lifespans were recorded. Treating the worms with 200 μM 5MER peptide slightly extended their lifespan by approximately 5.5% (*p* < 0.05). No lifespan extension resulted from a daily treatment with 400 μM 5MER peptide.

We next asked whether the counter‐proteotoxic effect conferred by the 5MER peptide is Aβ‐specific or whether this peptide is capable of mitigating the proteotoxicity of other neurodegeneration‐causing aggregative peptides. To address this, we used worms that express poly glutamine (polyQ) stretches of 35 repeats fused to the yellow fluorescent protein (polyQ35‐YFP) in their muscles. Similarly to the Aβ worms, the expression of polyQ35‐YFP is regulated in these animals by the *unc‐54* promoter and leads to impaired muscle functionality (strain AM140; Morley et al., 2002). To measure the proteotoxicity that stems from polyQ35‐YFP, we utilized the thrashing assay (Volovik, Marques, & Cohen, 2014). Our results indicated that treating the worms with 200 μM 5MER peptide, but not with a scrambled peptide, slows the age‐associated decline in the number of body bends, indicative of protection from proteotoxicity (Figure 1c). Similar results were obtained when we employed worms that express polyQ67‐YFP in their neurons (strain AM716), showing that the 5MER peptide is also capable of protecting worms from aggregative polyQ‐YFP stretches that are expressed in neurons (Figure 1d).

While some compounds that promote health also extend lifespan (Alavez et al., 2011), these two features are not necessarily coupled (El‐Ami et al., 2014). Thus, we asked whether the 5MER peptide influences the lifespan of nematodes. To test this, we employed a synchronized population of heat‐sensitive feminized worms (strain CF512). The animals were exposed for 3 h to 200 μM 5MER peptide at day 1 of adulthood, placed on plates, and the same concentration of the peptide was supplemented to the plates daily. This exposure protocol, which protected CL2006 worms from proteotoxicity (Figure 1a,b), did not affect the lifespans of CF512 animals (Figure 1e and Table S4). Similarly, higher concentrations of the 5MER peptide, up to 1000 μM, did not significantly modify the lifespans of CF512 animals (Figure S1C), and 200 μM had no effect on the lifespans of wild‐type worms (Strain N2, Figure S1D). We also tested the possibility that the peptide affects the lifespans of worms that are challenged by proteotoxicity by recording the lifespans of AM140 worms that were treated with either 0, 200, or 400 μM 5MER peptide. We found that AM140 animals exhibit an approximately 30% shorter mean lifespan compared to CF512 worms (mean lifespans of 19.02 ± 0.434 and 13.2 ± 0.333 days, respectively; Figure 1f and Table S4). AM140 animals that were treated with 200 μM 5MER peptide showed a slight lifespan extension of 5.5% (mean lifespans of 13.96 ± 0.278 and 13.2 ± 0.333 days, respectively, *p* < 0.05). Nevertheless, no lifespan extension was observed when AM140 animals were treated throughout the experiment with 400 μM 5MER peptide. Together, these results indicate that while the 5MER peptide mitigates polyQ35‐YFP proteotoxicity, it has a marginal effect on lifespan and support the notion that lifespan and the maintenance of proteostasis are separable.

### 3.2 Enhanced aggregation in 5MER peptide‐treated worms

Small oligomers, rather than large fibrils, have been reported to be the most toxic conformers of Aβ (Shankar et al., 2008) and of other neurodegeneration‐causing aggregative proteins (Silveira et al., 2005). Cells have developed two opposing ways to detoxify these highly toxic Aβ oligomers. One protective mechanism promotes the disaggregation and degradation of toxic oligomers, while the other assembles them to create large fibrils of lower toxicity (Cohen et al., 2006). Thus, we asked whether the 5MER peptide protects the worms by decreasing or enhancing the aggregation of Aβ. CL2006 worms were treated for 3 h with 200 μM 5MER peptide or soaked with M9 buffer (untreated) at days 1 and 2 of adulthood. At day 3 of adulthood, the animals were homogenized and spun to separate debris from soluble fractions. Equal protein amounts were separated on a gel, and Aβ was blotted. Our results indicated that the 5MER peptide enhances Aβ, aggregation as a higher rate of aggregates was observed in the pellets of treated worms compared to those of control animals (Figure 2a). This enhanced aggregation was reproducible and significant (Figure 2b).

**FIGURE 2:**
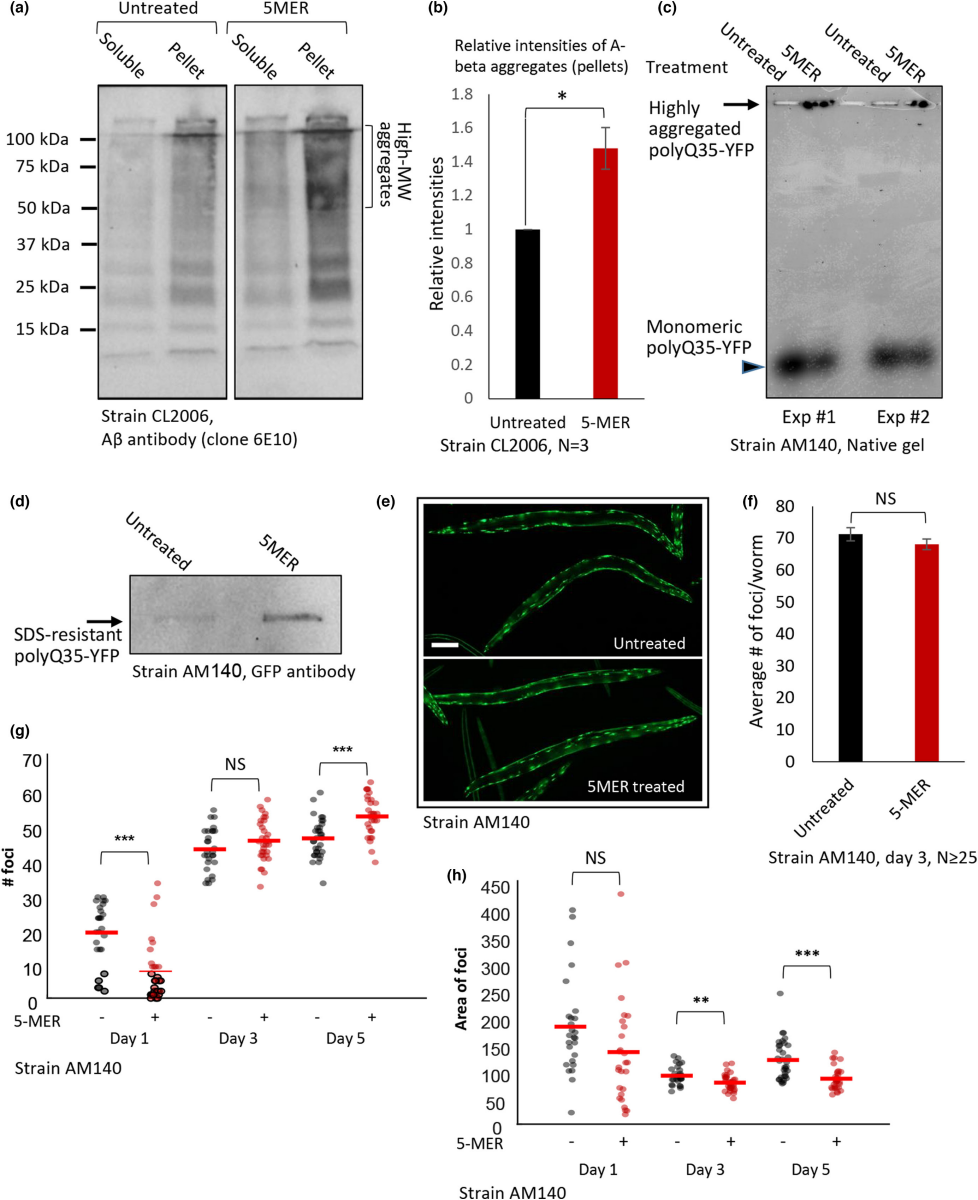
The 5MER peptide enhances protein aggregation. (a) Western blot analysis of CL2006 worms that were either left untreated of exposed to the 5MER peptide indicates that the peptide enhances the aggregation of Aβ. (b) Intensity quantification of three independent experiments as in (a). (c, d) Treatment with 200 μM 5MER peptide enhances the aggregation of polyQ35‐YFP as ascertained by native agarose gels (c) and by the filter trap assay (d). (e, f) The 5MER peptide does not affect the number of polyQ35‐YFP‐containing foci in 3 days old AM140 worms (e, scale bar 100 μm) as the average numbers are similar in treated and untreated animals (f). (g) A comparison of the numbers of polyQ35‐YFP‐containg foci in day 1, 3, or 5 old AM140 worms, unveiled that early in life (day 1) the 5MER peptide reduces the amount of foci, in day 3 it does not change it and in day 5 of adulthood a treatment with the peptide enhances the number of foci. (h) Computational analysis of foci size distribution shows that the 5MER peptide reduces the average area of polyQ35‐YFP foci in days 3 and 5 of adulthood.

We next tested whether the 5MER peptide also aggravates the aggregation of polyQ35‐YFP. AM140 worms were treated with the 5MER peptide as described above, homogenized at day 3 of adulthood, and polyQ35‐YFP aggregates were separated on a native agarose gel (Holmberg & Nollen, 2013). Two independent repeats indicated that the 5MER peptide increases the rate of polyQ35‐YFP aggregation, as highly aggregated conformers failed to enter the gel (Figure 2c, arrow). As expected, less soluble material was seen in these lanes compared to the levels observed in homogenates of untreated animals (Figure 2c, arrowhead). Similar results were obtained when we treated AM140 worms with the same regimen and compared the amounts of SDS‐resistant aggregated polyQ35‐YFP in control and 5MER‐treated animals using the “filter trap” assay” (Koyuncu et al., 2018; Figure 2d). These results confirmed that the peptide enhances the aggregation of polyQ35‐YFP in 3‐day‐old AM140 worms. Surprisingly, the enhanced aggregation rate of polyQ35‐YFP stretches conferred by the 5MER peptide was not associated with an elevated quantity of polyQ35‐YFP‐containing foci, as untreated day 3 old AM140 animals and their counterparts that were exposed to the 5MER peptide harbored similar numbers of foci (Figure 2e,f). To more comprehensively assess the effect of the 5MER peptide on foci formation in the context of age, we counted the number of these structures in AM140 worms of three ages, days 1, 3 and 5 of adulthood. We found that at day 1 of adulthood, the 5MER peptide reduces the amount of foci; at day 3, it does not affect it; and at day 5, it enhances foci formation (Figure 2g). This observation suggests that on days 3 and 5 of adulthood, the polyQ35‐YFP molecules deposited in these foci are in a higher aggregation state. To test this notion, we used a computational tool to compare the size distributions of polyQ35‐YFP‐containing foci in untreated and 5MER peptide‐treated worms and discovered that at days 3 and 5 of adulthood, treatment with the peptide results in foci of smaller size, proposing that polyQ35‐YFP in these foci is in a higher aggregation state (Figure 2h). Together, these results indicate that the 5MER peptide enhances the aggregation of Aβ and polyQ35‐YFP molecules and confirm that protection from proteotoxicity can be achieved by enhanced aggregation.

### 3.3 Proteostasis promoting transcription factors are needed for 5MER peptide‐mediated protection from Aβ

Aging‐regulating pathways, such as the insulin/IGF signaling (IIS) cascade, control lifespan (Kenyon et al., 1993), stress resistance (Honda & Honda, 1999), and proteostasis (Cohen et al., 2006; Morley et al., 2002). Upon activation, DAF‐2, the lone IIS receptor, initiates a signaling cascade that leads to the retention of a set of transcription factors in the cytosol. These include the forkhead factor DAF‐16/FOXO (DAF‐16), heat shock factor‐1 (HSF‐1), and the SKiNhead/Nrf (SKN‐1) factor (Carvalhal Marques et al., 2015). Accordingly, knocking down the activity of the IIS by *daf‐2* RNAi enables the entry of these transcription factors into the nucleus, where they regulate their target gene networks, thereby creating long‐lived, youthful worms (Kenyon, 2010). The ParaQuat Methylviologen Responsive (PQM‐1) factor is an additional IIS‐regulated transcription factor that changes its intracellular localization in opposition to DAF‐16. All these transcription factors have been reported to be pivotal proteostasis regulators (Blackwell et al., 2015; Cohen et al., 2006; O'Brien et al., 2018).

To examine whether the counterAβ proteotoxicity properties of the 5MER peptide are dependent upon any of these proteostasis‐promoting factors, CL2006 worms were grown on bacteria that express RNAi toward either one of the aforementioned transcription factors or on EV bacteria. The worms were either treated with 200 μM 5MER peptide or soaked in the M9 buffer (untreated), and rates of paralysis in all worm groups were recorded daily. If a certain transcription factor is crucial for the 5MER peptide‐conferred protection from Aβ toxicity, we expected to observe no significant difference in the rates of paralysis of worms that were treated with RNAi toward this factor, regardless if they were exposed to the 5MER peptide or not. Of note, worms that were fed with RNAi bacteria toward *daf‐16* or *skn‐1* showed nearly identical levels of paralysis, unrelated whether they were treated with the 5MER peptide or not (Figure 3a). In contrast, the knockdown of *hsf‐1* enhanced paralysis compared to the control group; however, the 5MER peptide provided partial protection from this proteotoxic phenotype (Figure 3b). Intriguingly, the knockdown of *pqm‐1* mitigated Aβ‐mediated proteotoxicity to similar levels regardless of whether the worms were treated with the 5MER peptide or not (Figure 3b). This surprising observation, which suggests that this factor plays deleterious roles when Aβ is expressed, requires further validation and investigation.

**FIGURE 3:**
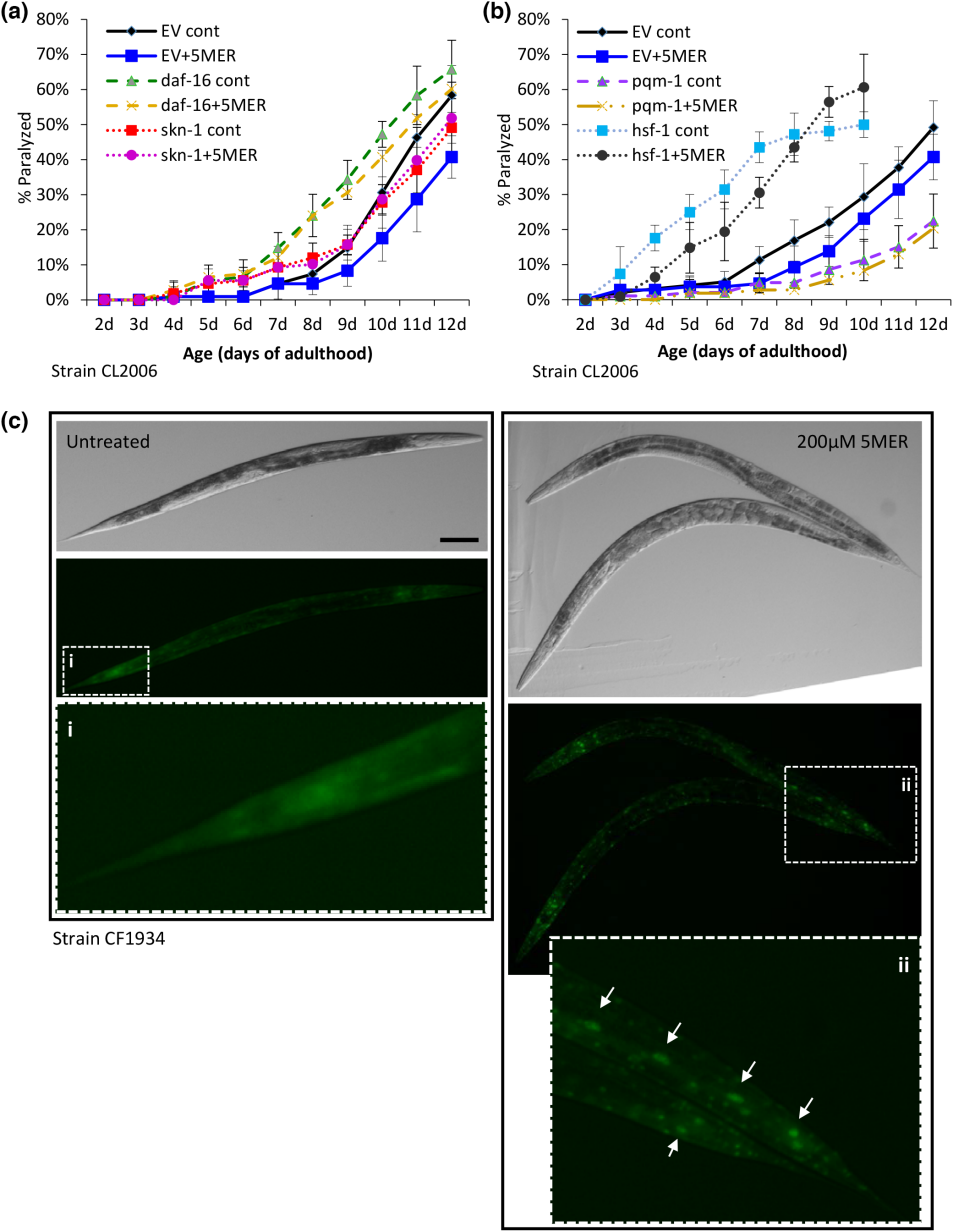
DAF‐16 and SKN‐1 are needed for the 5MER peptide‐mediated protection from Aβ toxicity. (a, b) Paralysis assays indicate that the 5MER peptide is incapable of mitigating Aβ toxicity when the expression of either *daf‐16* or *skn‐1* is knocked down by RNAi (a, *N* = 120 worms per treatment, *p* > 0.05 in all days). Treatment with the 5MER peptide provided partial protection despite the knockdown of *hsf‐1*. *pqm‐1* RNAi mitigates the toxicity that stems from Aβ but no additive effect was provided by the 5MER peptide (b, *N* = 120 worms per treatment, *p* > 0.05 at days 4, 6, and 7 for *hsf‐1* RNAi, but not for *pqm‐1* RNAi). (c) Exposure to the 5MER peptide drives GFP‐tagged DAF‐16 into the nuclei of CF1934 worms (inset arrows, scale bar = 100 μm).

The requirement of DAF‐16 for the 5MER peptide‐mediated protection from Aβ implies that this transcription factor enters the nucleus and regulates its target gene network upon treatment with the peptide. To directly test this notion, we utilized worms that express GFP‐tagged DAF‐16 under the regulation of the *daf‐16* promoter (strain CF1934). Day 1 old CF1934 worms were either soaked for 3 h with 200 μM 5MER peptide or left untreated, transferred onto plates for additional 6 h, and visualized thereafter by a fluorescent microscope. Our results clearly show that treatment with the 5MER peptide drives DAF‐16 into the nucleus (Figure 3c, arrows).

These results indicate that DAF‐16 and SKN‐1 are needed for the 5MER peptide‐mediated mitigation of Aβ toxicity and strongly suggest that the peptide modulates gene expression to enhance proteostasis.

### 3.4 Gene expression modulations by the 5MER peptide

To test whether the 5MER peptide modifies gene expression and characterizes such modulations, we conducted an RNA‐Seq experiment to compare the transcriptomic landscapes of CL2006 worms that express high or low Aβ levels and were exposed to the 5MER peptide or left untreated. 

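RNA was taken from whole CL2006 worms, a strain whose body wall muscles express human Aβ, at day 6 of adulthood, and stranded mRNA libraries were sequenced from 4 groups of 3 repeats each. EV0S and EVPS worms were fed bacteria that carry the empty vector, and AB0S and ABPS worms were fed bacteria that express double-stranded RNA against Aβ. EVPS and ABPS worms received 200 μM of the 5MER peptide, and EV0S and AB0S worms received none. The authors aligned the reads to the genome, counted them on each gene, divided the counts by DESeq2 size factors and then removed the effect of the 3 repeats from the normalized values. The deposited values are these normalized and batch-corrected values of 19089 genes in 12 libraries, on a linear scale. The batch correction left 307 of the 229068 values below 0, with a lowest value of -0.64. The values are no longer whole reads, so the sequencing depth of the libraries is unknown. The normalized values of a library summed to between 24082771 and 29142841 in EV0S (median 28461451), 27421431 and 28214091 in EVPS (median 27455624), 26197695 and 27157095 in AB0S (median 26874050), and 28115687 and 28841254 in ABPS (median 28604141). The level of Aβ RNA was not analysed here, since 0 of the listed genes are the human transgene.

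Values below 0 were set to 0, a pseudocount of 1 was added, and the log2 values of all genes in all 12 libraries were fitted with limma. The model held the group and the repeat number, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low values. In simulated data with the spread of the real genes, this test recovered 68.3% of 200 genes that were changed by 1 on the log2 scale and 36.1% of 200 genes changed by 0.5. Deviations from the group means were compared between libraries. Across genes with a mean value of at least 10, the correlation was -0.181 on average for libraries with the same repeat number, against 0.092 for libraries with different numbers, and genes are not independent replicates. A correction for the repeats lowers such correlations by itself, so they do not show whether the numbers pair the libraries. On the first principal component, which held 54.5% of the variance of 15516 genes, the AB0S libraries scored 44.86, 36.67 and 36.13 and the EVPS libraries scored -21.86, -23.26 and -25. EV0S repeats 1 and 2 scored -36.77 and -33.94, while EV0S repeat 3 scored 25.05. ABPS repeats 1, 2 and 3 scored -3.97, 26.29 and -24.19.

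**Figure D1:**
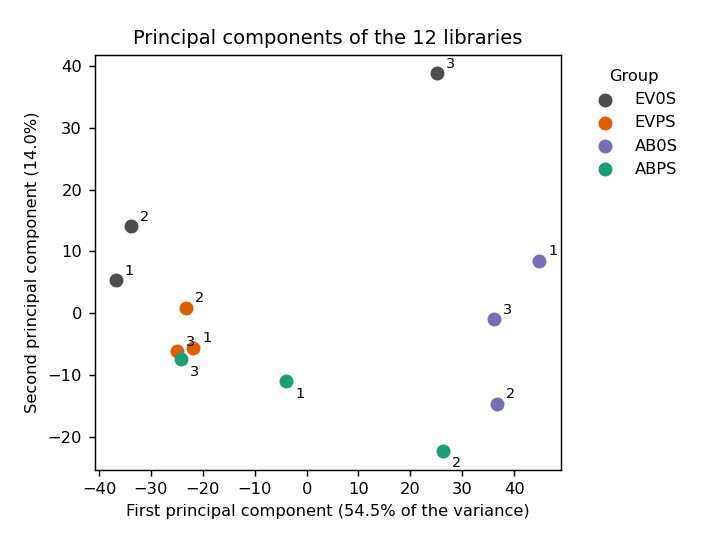
Scores of the 12 libraries on the first 2 principal components (54.5% and 14% of the variance) of the log2 values of 15516 genes, with 1 point per library and a colour per group. EV0S repeat 3 (25.05 on the first component) lies apart from EV0S repeats 1 and 2 (-36.77 and -33.94).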

Four synchronized groups of CL2006 worms were included in the experiment: (i) animals that were grown on EV bacteria and were either exposed to the buffer (EV0S, control) or (ii) treated with the 5MER peptide (EVPS). These worms express Aβ uninterruptedly and thus, were challenged by high levels of proteotoxicity. (iii) Aβ RNAi‐treated CL2006 worms that were either exposed to the buffer (AB0S) or (iv) treated with the 5MER peptide (ABPS). In the two latter groups (iii and iv), the expression of Aβ is suppressed, and the animals are not challenged by a severe proteotoxic stress (Aβ RNAi reduces the levels of Aβ as shown by WB analysis in Figure S1E). This experimental setup enabled us to compare the effects of the 5MER peptide on gene expression in animals that are severely challenged by Aβ proteotoxicity to their counterparts that face minor proteotoxic stress. All worm populations were harvested at day 6 of adulthood, a post‐reproductive age when proteotoxicity is apparent, and RNA was extracted from three independent repeats. Gene expression in all groups was analyzed by Next Generation Sequencing (NGS, GEO accession number GSE230640). A comparison of gene expression modulations in worms that express high Aβ levels (EV0S and EVPS) and in those that express low Aβ levels (AB0S and ABPS) indicated that the 5MER peptide elicits much more comprehensive changes in gene expression when the worms are challenged by proteotoxicity. 

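Between EVPS and EV0S worms, limma with the repeat number as a block gave 1399 of 19089 genes an adjusted p below 0.1. The expression of 1051 of these genes was higher and that of 348 was lower with the peptide, and 1398 of them changed in 1 direction in all 3 same-numbered pairs. The smallest adjusted p was 0.0472. Between ABPS and AB0S worms, 0 genes reached the same threshold, with a smallest adjusted p of 0.279, although 3034 genes had an unadjusted p below 0.05. The difference between the peptide's effects at high and at low Aβ was itself tested as an interaction, and 569 genes passed, of which 464 were also among the 1399. In this fit the largest changes by p at high Aβ were those of *cyp-14A3*, Y4C6A.3 and F08F8.4 among the genes that rose, and Y51F10.7, C29F7.2 and F15B9.8 among those that fell. The level of *cyp-14A3* was 52.3 ± 2.75 in EV0S and 185 ± 20.6 in EVPS (normalized values, mean ± SD, n = 3), a rise in all 3 pairs (limma adjusted p = 0.0472). Its exons overlap 2 genes on the opposite strand. Y51F10.7 fell from 1943 ± 81.4 to 1367 ± 47.2 (mean ± SD, n = 3), a log2 fold change of -0.51 (standard error 0.06, limma adjusted p = 0.0472).

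The number of genes depended on the model and on single libraries. Without the replicate block, 2490 genes passed at high Aβ and 7 at low Aβ. When only the libraries of the 2 groups compared were fitted, with the block, 0 genes passed at high Aβ (3165 with an unadjusted p below 0.05) and 2427 at low Aβ. With each of the 6 libraries left out in turn, the number of genes went from 0 to 2633 at high Aβ and from 0 to 720 at low Aβ. The balance of directions moved too. At high Aβ, 75.1% of the genes rose with all 12 libraries, 47.9% without EV0S repeat 3 and 82.5% without EVPS repeat 3.

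**Figure D2:**
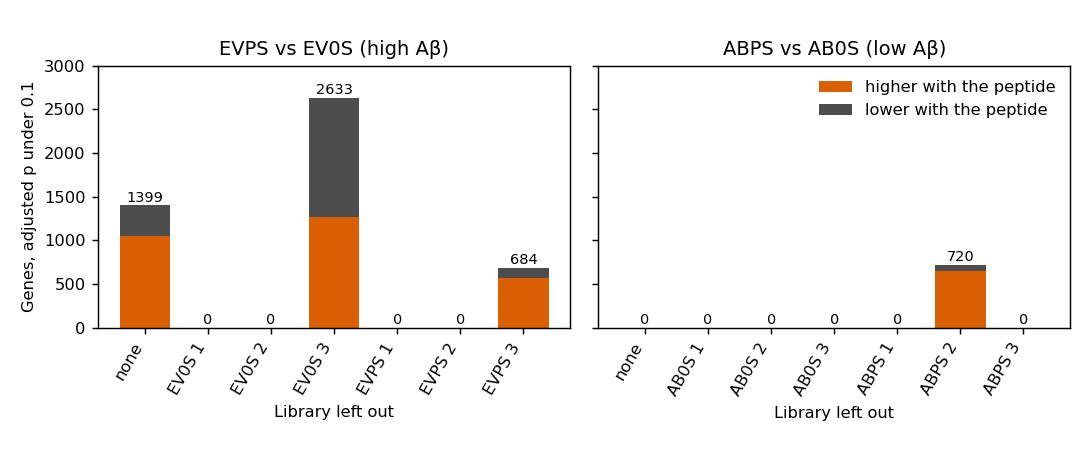
Number of genes with a limma adjusted p below 0.1 when no library or 1 library is left out, for EVPS against EV0S and for ABPS against AB0S. The bars reach 2633 genes at high Aβ and 720 at low Aβ, and 4 of the 6 fits at high Aβ and 5 of the 6 at low Aβ gave 0 genes.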

In fact, treatment with the 5MER peptide has led to significant (*p*_adj_ < 0.1) changes in the expression levels of 1395 genes in worms that express high Aβ levels (Figures 4a and S2A), but only 301 genes exhibited significantly modulated expression in animals that were treated with Aβ RNAi (Figure 4a). 

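The Wormcat annotation was not used here, and gene families were taken by symbol instead. The share of each family's genes that changed between EVPS and EV0S was compared with the share of all other tested genes by a two-sided Fisher's exact test, adjusted over 9 gene sets. Of the 33 proteasome subunits (*pas*, *pbs*, *rpn* and *rpt* genes), 0 reached an adjusted p below 0.1, and 0 had an unadjusted p below 0.05. Their median log2 fold change was 0.06, with 30 of 33 above 0, and under quantile normalization the median was -0.03, with 8 of 33 above 0. Of 358 F-box genes (*fbxa*, *fbxb* and *fbxc*), 9 changed, 7 upward and 2 downward. This share of 2.51% was below the 7.42% of the other genes (Fisher's exact test, adjusted p = 0.00113). F-box genes had low values (mean log2 level from 4.63 to 5.32 across the libraries), and this test takes no account of expression level. Their median change lay at percentile 59.64 of 10000 random gene lists of like expression, so the low share does not show that they were spared. Of 253 nuclear hormone receptor genes, 15 changed (5.93%, against 7.35% of the other genes), 3 upward and 12 downward, and this share did not differ from the background (Fisher's exact test, adjusted p = 0.466). Without the replicate block, 0 proteasome, 20 F-box and 23 nuclear hormone receptor genes changed, with adjusted p of 0.0224, 4.63e-05 and 0.0602 from the same exact test. The 0.0224 stands for a proteasome share below the background.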

To characterize the changes elicited by the 5MER peptide, we used the Wormcat tool (http://www.wormcat.com/) and found that genes that are involved in signaling, transcription, and proteasome‐mediated protein degradation are prominent groups that show modulated expression upon treatment with the 5MER peptide in worms that are challenged by Aβ proteotoxicity (EV0S vs. EVPS, Figure 4b). Such modulations were not apparent in their counterparts that were grown on Aβ RNAi bacteria (AB0S and ABPS, Figure S2B), indicating that these changes occur due to proteotoxicity. 

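Since 0 genes passed between ABPS and AB0S in the fit of all 12 libraries, no share of called genes could be tested in that fit. Other fits gave genes, such as 2427 with only these 2 groups fitted. limma's camera test compares all genes of a set with all other genes under a preset correlation between genes. It was used here in place of Fisher's exact test. All 33 proteasome subunits were higher in ABPS than in AB0S, with a median log2 fold change of 0.19 (camera adjusted p = 1.13e-08), and their mean log2 level was higher in all 3 same-numbered pairs. With EV bacteria the camera adjusted p of these genes was 0.0498, and their mean log2 level fell in pairs 1 and 2 (12.61 to 12.5 and 12.54 to 12.46) and rose in pair 3 alone (to 12.56). The difference between the 2 peptide effects was -0.15 in the median for the proteasome subunits (camera adjusted p = 0.0108, and 0.0561 with the trend with exon length removed). The adjusted p was below 0.05 in 16 of the 23 settings and fits with 1 library left out, and with the level of the *msp* genes of each library in the model the median was -0.003 (adjusted p = 0.62). For F-box genes the median difference was 0.053 (adjusted p = 0.0497), below 0.05 in 10 of the 23, and with the *msp* level in the model it was -0.32 (adjusted p = 0.0128), so its direction depends on the model. For nuclear hormone receptors this difference had an adjusted p of 0.948. It was below 0.05 in 2 of the 23, in opposite directions (-0.19 with the *msp* level in the model and 0.12 without EV0S repeat 3). These genes lay below all other genes at high and at low Aβ (camera adjusted p = 0.00131 and 0.000119). Camera takes no account of expression level. At high Aβ the median change of the receptors lay at percentile 20.16 of 10000 random gene lists of like expression, which is not unusual. Such lists were not drawn for the peptide's effect at low Aβ. The camera adjusted p of the TOR signaling genes was 5.44e-05 at high Aβ and 0.318 at low Aβ. Their median difference was 0.17 on the log2 scale, with 22 of 28 genes above 0 (adjusted p = 0.000174), and it was above 0 with an adjusted p below 0.05 in all 23 (0.00986 at most). For protein kinases, Notch and Wnt signaling genes the median differences were 0.10, 0.16 and 0.11 (camera adjusted p = 0.000756, 0.0172 and 0.0116). They were below 0.05 in 22, 20 and 18 of the 23, and with the length trend removed they were 0.154, 0.0705 and 0.1. At high Aβ the camera adjusted p of the 3 sets was 0.00404, 0.0332 and 0.411, and at low Aβ 0.0825, 0.318 and 0.00339. The Wnt medians were -0.03 at high and -0.15 at low Aβ, so their difference came mainly from a fall at low Aβ. Camera p-values are too small where the genes of a set vary together. From the absence of the enriched groups of genes in worms with low Aβ, the paper concludes that the changes occur due to proteotoxicity.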

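Hand-written lists of the components of 3 signaling pathways were compared with all other tested genes by the same Fisher's exact test as the gene families. Of 28 TOR signaling genes, 8 changed between EVPS and EV0S (28.6%, against 7.30% of the other genes), and all 8 were higher with the peptide (odds ratio 5.08, Fisher's exact test adjusted p = 0.00196). They are *akt-1*, *clk-2*, *lmtr-3*, *nprl-2*, *nprl-3*, *rheb-1*, *rict-1* and *rskn-1*, with log2 fold changes between 0.17 and 0.38. The list holds activators and inhibitors of TOR. Of 29 Notch signaling genes, 8 changed, all upward (27.6%, odds ratio 4.84, Fisher's exact test adjusted p = 0.00196). Of these 8, *glp-1* is also on a list of 37 oocyte and early embryo genes, of which 19 rose in the same comparison. Whether the signaling lists rose apart from such genes was not tested. Of 30 Wnt signaling genes, 5 changed, all upward (16.7%), and this share did not pass 0.05 (Fisher's exact test adjusted p = 0.0971). Without the replicate block, 11 TOR, 12 Notch and 8 Wnt genes changed, with adjusted p of 0.00104, 0.000521 and 0.0556 from the same exact test. With quantile normalization of the libraries 2 TOR, 3 Notch and 2 Wnt genes changed, and none of the 3 lists differed from the background. The exact test takes no account of expression level. Against 10000 random gene lists of like expression, the median changes of the TOR, Notch and Wnt genes lay at percentiles 96.39, 92.39 and 21.86. The shares of changed genes were not compared with such lists. The TOR kinase gene *let-363*, on chromosome I from 5245743 to 5263424 (WBcel235), had 8061 ± 1083 normalized values in EV0S and 9084 ± 430 in EVPS (mean ± SD, n = 3), a log2 fold change of 0.18 (standard error 0.10, limma adjusted p = 0.383). The Wnt ligand gene *lin-44* had a log2 fold change of -0.15 (standard error 0.25, limma adjusted p = 0.824).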

A detailed analysis of the modulated genes that are involved in signaling pointed at Notch, WNT, and most prominently at TOR signaling pathways (Figure S2C,D) and suggested that their functions are affected by the 5MER peptide. To further test this notion, we conducted a paralysis assay using CL2006 to directly examine whether TOR and/or WNT signaling are involved in the protection from proteotoxicity that is conferred by the 5MER peptide. The worms were treated with RNAi toward either *lin‐44*, an orthologue of WNT, or *let‐363*, which codes for TOR. Our results (Figure S2E) show that the knockdown of *let‐363* protects the worms from Aβ‐mediated toxicity; however, a combined treatment with *let‐*363 RNAi and the 5MER peptide did not further protect the worms from proteotoxicity. This observation suggests that, as predicted by our RNA‐seq experiment, TOR signaling is reduced by the peptide. In contrast, *lin‐44* RNAi did not reduce proteotoxicity. However, the 5MER peptide mitigates proteotoxicity in *lin‐44* RNAi‐treated worms, showing that this gene is not needed for the counter‐proteotoxic effect of the peptide.

**FIGURE 4:**
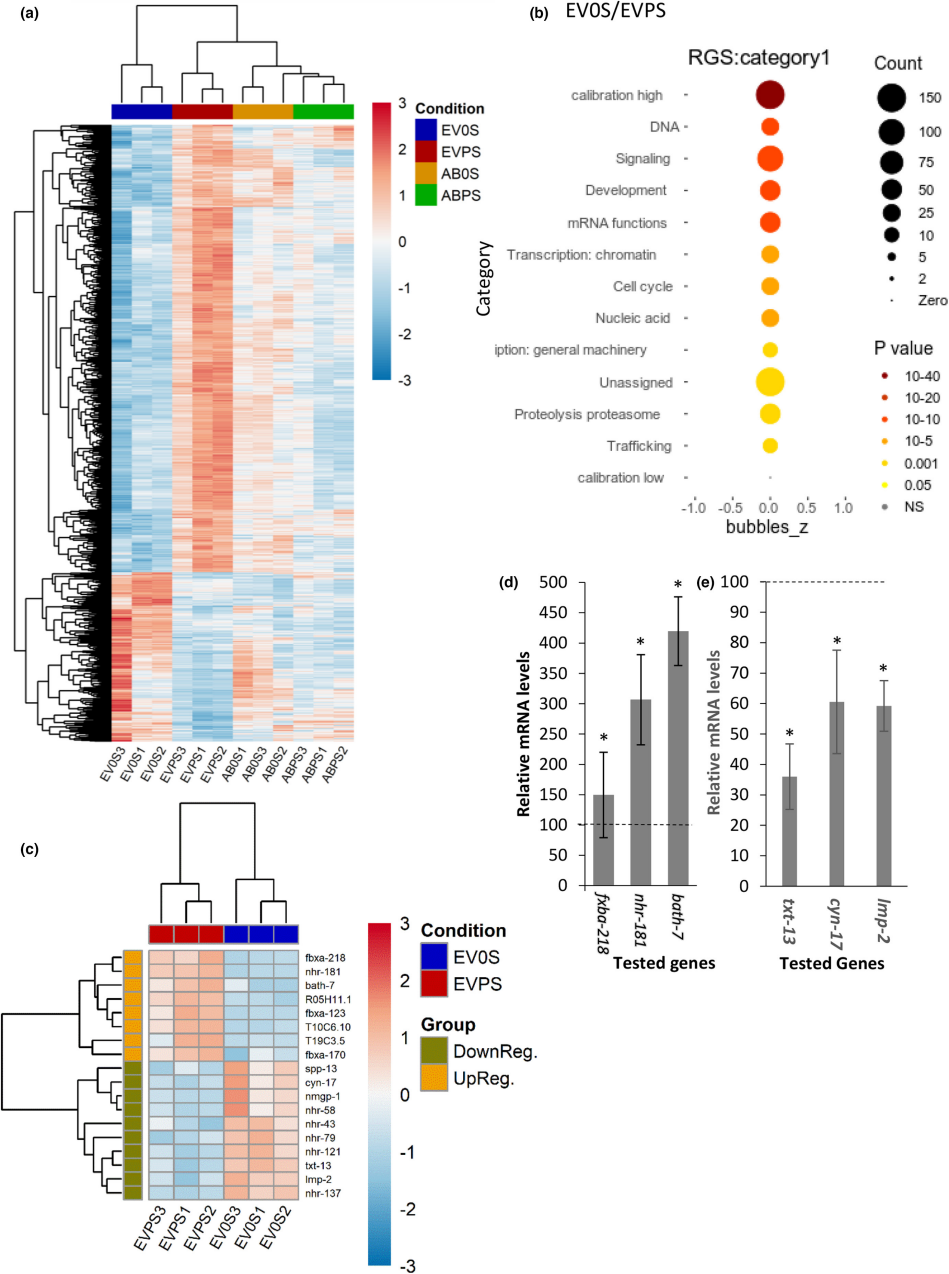
Analysis of gene expression modulation by the 5MER peptide in CL2006 worms. (a) A heat map displaying the overall expression pattern of differentially expressed genes (FDR corrected *p*‐value < 0.1) in day 6 old CL2006 worms that express high (EV0S and EVPS)) or low Aβ (AB0S and ABPS) levels and were either treated with 200 μM 5MER peptide or not. The displayed expression patterns indicates that the peptide more prominently affects gene expression in worms that express high Aβ levels (the levels of 1395 genes were modulated) compared to animals that were treated with Aβ RNAi (merely 301 genes exhibited significantly affected expression). (b) Enrichment analysis of the 1395 genes, using the Wormcat source, shows specific and significant modulated expression upon treatment with the 5MER peptide in worms that express high Aβ levels. Signaling, transcription and protein degradation are most prominently affected by the 5MER peptide in this analysis. (c) Nuclear hormone receptors, F‐box proteins and a modulator of trans‐chaperone signaling (*txt‐13*) are among the genes that exhibited significantly modulated expression levels upon treatment with the 5MER peptide. (d, e) qPCR using primers against a preselected gene groups that exhibited increased (d) or decreased (e) expression levels, validated the NGS results.

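The ontology of molecular functions was not used here. Instead, 137 protein kinase genes were listed by symbol, after the gene values had been seen but before this list was tested. Between EVPS and EV0S, 22 of the 137 kinase genes changed (16.1%, against 7.27% of the other genes), 21 upward and 1 downward (odds ratio 2.44, two-sided Fisher's exact test, adjusted p = 0.00192). The gene that fell is *sek-4*, at -0.41 on the log2 scale. It was named after its value was seen. Without the replicate block, 34 kinase genes changed, with an adjusted p of 0.000521 from the same exact test. Under quantile normalization 0 of the 9 gene sets differed from the background, the kinases among them. Over all 137 genes the median log2 fold change was 0.04, and 81 genes were above 0. That median lay at percentile 74.93 of 10000 random gene lists of like expression. Among the 22 genes, *akt-1* and *rskn-1* are also on the TOR list and *mom-4* on the Wnt list, so these sets are not separate evidence.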

We further analyzed our RNA‐seq data by clustering the genes by molecular functions (Figure S3A, *p*_adj_ < 0.05) and found that kinase activity is the most prominent function of genes that show modulated expression upon treatment with the 5MER peptide in worms that expressed high Aβ levels. This finding further supports the theme that the peptide modifies signaling.

Focusing on genes that showed modulated expression upon exposure to the 5MER peptide in worms that express high Aβ levels, we also identified several genes that are predicted regulators of aging, proteostasis, or to be controlled by aging‐governing pathways (Figure 4c). 

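All 18 genes of Figure 4c changed between EVPS and EV0S in the direction that the figure shows, and each moved in that direction in all 3 same-numbered pairs. In limma's test over all genes, 17 of the 18 had an adjusted p below 0.1, between 0.0511 and 0.0798. When p-values were adjusted over the 18 genes alone, all 18 passed, which shows no stability because the list was drawn from the authors' calls on the same libraries. The log2 fold changes lay between -0.66 and 1.02. The interaction test, which asks whether the peptide's effect differed between high and low Aβ, was passed by 4 of the 18 (*nhr-181*, R05H11.1, *fbxa-123* and T10C6.10), and 0 of the 18 changed between ABPS and AB0S. Without the replicate block 18 of the 18 passed, but 0 passed when only EV0S and EVPS libraries were fitted, with unchanged directions. T19C3.5 and *nmgp-1* share exon sequence with another gene on the same strand, so their values are uncertain.

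**Figure D3:**
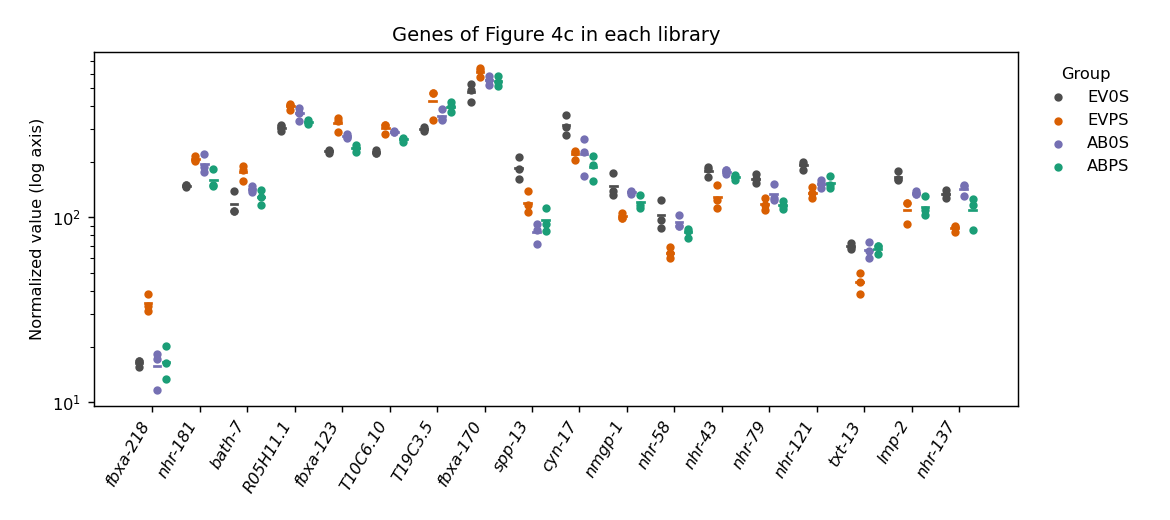
Normalized values of the 18 genes in each of the 3 libraries of each group on a log axis, with the group means as short lines. In each of the 18 genes the 3 same-numbered pairs of EV0S and EVPS libraries moved in 1 direction.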

Among them are *fbxa‐218*, *fxba‐123*, and *fbxa‐170*, which encode F‐box proteins. 

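*fbxa-218* lies on chromosome III of WBcel235 from 12436515 to 12441058 and is annotated as protein coding. Its level rose from 16.3 ± 0.749 in EV0S to 34.2 ± 3.66 in EVPS (normalized values, mean ± SD, n = 3), a log2 fold change of 1.02 (standard error 0.26, limma adjusted p = 0.0749). *fbxa-123* (chromosome I, 12008625 to 12009625) is annotated as a pseudogene and rose from 229 ± 4.27 to 323 ± 29.3, a log2 fold change of 0.49 (standard error 0.09, limma adjusted p = 0.0511). *fbxa-170* (chromosome X, 1676205 to 1678121) rose from 480 ± 53.2 to 615 ± 35.3, a log2 fold change of 0.36 (standard error 0.08, limma adjusted p = 0.0586). With Aβ RNAi, the log2 fold changes of the 3 genes between ABPS and AB0S were 0.08, -0.21 and -0.02, with limma adjusted p of 0.911, 0.296 and 0.94. They belong to a large family of similar genes, and reads that match several members could have been assigned to the wrong one.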

Members of this family of proteins have been reported to be components of the stem cell factor (SCF) ubiquitin‐ligase complexes (Zheng et al., 2002) that we found to be proteostasis regulators (Levine et al., 2019). 

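R05H11.1 lies on chromosome III of WBcel235 from 6795626 to 6797774. Its level was 307 ± 11 in EV0S and 400 ± 15.7 in EVPS (normalized values, mean ± SD, n = 3), a log2 fold change of 0.38 (standard error 0.08, limma adjusted p = 0.058). It was 366 ± 29.5 in AB0S and 329 ± 9.92 in ABPS, and the interaction had a limma adjusted p of 0.0863.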

The gene R05H11.1 is also predicted to code for an F‐box protein and was found to be regulated by DAF‐2. Nuclear hormone receptors consist of an additional prominent group of genes whose expression levels were affected by the 5MER peptide. 

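The nuclear hormone receptor gene *nhr-181* (chromosome V, 4095040 to 4100541 in WBcel235) rose from 149 ± 2.22 in EV0S to 207 ± 5.63 in EVPS (normalized values, mean ± SD, n = 3), a log2 fold change of 0.48 (standard error 0.12, limma adjusted p = 0.074). Its level was 196 ± 23 in AB0S and 160 ± 20.1 in ABPS. *nhr-43* fell from a mean of 179 to 129 (log2 fold change -0.47, limma adjusted p = 0.0586) and *nhr-58* from 103 ± 18.8 to 64.4 ± 4.66 (log2 fold change -0.66, limma adjusted p = 0.0685). *nhr-121* on chromosome III (2449338 to 2454807) fell from 192 ± 10.6 to 136 ± 9.65, a log2 fold change of -0.49 (standard error 0.11, limma adjusted p = 0.0593). *nhr-137* fell from 134 ± 6.72 to 87.3 ± 3.67 (log2 fold change -0.61, limma adjusted p = 0.0711), and *nhr-79* from 162 ± 8.74 to 118 ± 9.13 (log2 fold change -0.46, limma adjusted p = 0.0761). Of these 6 genes, *nhr-181* alone also passed the interaction test.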

While *nhr‐181* exhibited increased expression in 5MER‐treated worms, *nhr‐43*, *nhr‐58*, *nhr‐121*, and *nhl‐137* were downregulated (Figure 4c). The affinity of NHR‐121 to the estrogen receptor (Mimoto et al., 2007) suggests that the 5MER peptide reduces the expression of this gene to modulate signaling that originates from the reproductive system and controls proteostasis (Shemesh et al., 2013). Nevertheless, this speculation should be further scrutinized. The expression of *cyn‐17*, a gene that encodes a proline *cis/trans* isomerase of the cyclophilin family and is controlled by DAF‐2, DAF‐16, and SKN‐1, was also reduced by the 5MER peptide. 

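*cyn-17* (chromosome V, 5799673 to 5805666 in WBcel235) had 315 ± 39.1 normalized values in EV0S and 220 ± 13.1 in EVPS (mean ± SD, n = 3). The log2 fold change was -0.51 (standard error 0.15), and all 3 pairs fell, but the limma adjusted p of 0.103 lies just above the threshold. Without the replicate block it was 0.0826, and with the genes of mean value below 10 left out it was 0.0911. Over all the settings and libraries left out, the adjusted p of *cyn-17* went from 0.0494 to 0.386. In worms on Aβ RNAi bacteria its level was 220 ± 49.2 without and 188 ± 28.7 with the peptide.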

Cyclophilins play key roles in protein folding, and mutations in the prion protein or in presenilin1 that prevent cyclophilins from assisting the folding of these proteins underlie the development of neurodegenerative disorders (Ben‐Gedalya et al., 2015). 

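Beside *fbxa-218* and *nhr-181*, the third gene with increased expression that was chosen for qPCR was *bath-7* (chromosome II, 1919888 to 1921118 in WBcel235). In the RNA-seq libraries it rose from 118 ± 17.1 in EV0S to 176 ± 16.8 in EVPS (normalized values, mean ± SD, n = 3), a log2 fold change of 0.57 (standard error 0.14, limma adjusted p = 0.0655). Among the genes with decreased expression, *lmp-2* (chromosome X, 1125615 to 1128307) fell from 166 ± 10.3 to 110 ± 16.1, a log2 fold change of -0.60 (standard error 0.15, limma adjusted p = 0.0671). The qPCR values were not analysed here.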

Using quantitative real‐time PCR (qPCR), we confirmed that three genes that were shown by the RNA‐seq to be upregulated and three that were expected to be downregulated exhibit the expected modulations in expression levels (Figure 4d,e). 

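All 11 DAF-16 target genes of Figure S3B and all 16 SKN-1 target genes of Figure S3C had log2 fold changes between EVPS and EV0S in the direction that the figures show. The figures were drawn from the same libraries, so the shared directions are not separate evidence. In limma's test over all genes, 1 of the 11 DAF-16 targets had an adjusted p below 0.1. *cyp-34A7* rose from 6.82 ± 1.43 in EV0S to 15.3 ± 2.18 in EVPS (normalized values, mean ± SD, n = 3), a log2 fold change of 1.07 (standard error 0.24, limma adjusted p = 0.0598). The other 10 had log2 fold changes between -0.50 and 0.40, with adjusted p from 0.104 to 0.872. *sod-3* fell in all 3 same-numbered pairs (95.2 to 83.9, 70.8 to 56.3 and 53.3 to 38.3), by 0.32 on the log2 scale, with an SD of 0.14 between the pairs. The standard error from all 4 groups was 0.38 (limma adjusted p = 0.723), and in the fit of only the 2 groups compared the adjusted p was 0.427. Of the 11 DAF-16 targets, 5 moved in 1 direction in all 3 pairs. Of the 16 SKN-1 targets, 0 reached an adjusted p below 0.1 and 1 had an unadjusted p below 0.05. Their log2 fold changes lay between -0.64 and 0.58, with adjusted p from 0.238 to 0.997, and 8 of the 16 moved in 1 direction in all 3 pairs.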

We further tested whether the expression levels of subsets of DAF‐16 (Murphy et al., 2003) and SKN‐1 (Oliveira et al., 2009) target genes were modified by the 5MER peptide and found that various targets of these transcription factors show changes in expression levels upon exposure to the peptide (Figure S3B,C, respectively). Similarly, the peptide changed the expression levels of a subgroup of chaperones; however surprisingly, the expression levels of certain proteostasis‐promoting chaperones, such as *hsp‐16*.*2*, were reduced (Figure S3D). 

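Of the 9 chaperone genes of Figure S3D, 7 had log2 fold changes between EVPS and EV0S in the direction of the figure. The figure was drawn from the same libraries. Of the 9 genes, 1 had a limma adjusted p below 0.1. *hsp-12.2* (chromosome III, 8138077 to 8139631 in WBcel235) fell from 803 ± 15.4 to 623 ± 87.6 (normalized values, mean ± SD, n = 3), a log2 fold change of -0.37 (standard error 0.09, limma adjusted p = 0.0622). *hsp-16.2* (chromosome V, 1804334 to 1804957) went from 827 ± 28.6 to 638 ± 140 (mean ± SD, n = 3), and 1 of the 3 pairs rose. Its log2 fold change was -0.39 (standard error 0.14, limma adjusted p = 0.151), and over the settings and libraries left out its adjusted p went from 0.0414 to 0.481. The adjusted p of the 8 genes other than *hsp-12.2* lay between 0.151 and 0.997. *hsp-2* is annotated as a pseudogene, and *hsp-12.6* shares exon sequence with a gene on the same strand.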

To further scrutinize the effect of the 5MER peptide on *hsp‐16*.*2* expression, we utilized worms that express GFP under the *hsp‐16*.*2* promoter (strain CL2070). The worms were either treated with the 5MER peptide or left untreated, and the levels of GFP expression were compared by WB analysis. Our results show that, as predicted by the RNA‐seq experiment (Figure S3D), the peptide reduces GFP expression in these animals (Figure S3E).

Our RNA‐seq results predict that the 5MER peptide is involved in the regulation of proteasome activity and “transcellular chaperone signaling” (TCS) (Miles et al., 2023). To scrutinize these predictions, we first used CL2006 worms that were either treated with the 5MER peptide or not, homogenized them at day 6 of adulthood, and subjected the homogenates to an in‐vitro assay using the Z‐LLVY‐AMC substrate to measure chymotrypsin‐like proteasome activity. We observed a reduced proteasome activity in worms that were exposed to the 5MER peptide (Figure 5a,b). While surprising, this result was consistent with our finding that the IIS inhibitor NT219 protects worms from Aβ‐mediated proteotoxicity and reduces proteasome activity (Moll et al., 2016). It is important to note that proteasome activity plays important roles in countering Aβ toxicity and that the 5MER peptide cannot mitigate Aβ proteotoxicity in worms that their proteasome activity was knocked down by *rpn‐6*.*1* RNAi (Figure S4A). Nevertheless, the 5MER peptide does not impair proteasome activity in wild‐type animals as shown by two techniques: an in‐vitro assay (Figure S4B) and the blotting of high‐molecular‐weight ubiquitin conjugates (Figure S4C). This observation implies that this phenomenon of reduced proteasome activity is dependent on the proteotoxic stress of Aβ. In addition, the 5MER peptide did not affect the rate of autophagy in neuroblastoma N2 cells that are not challenged by proteotoxicity (Figure S4D).

**FIGURE 5:**
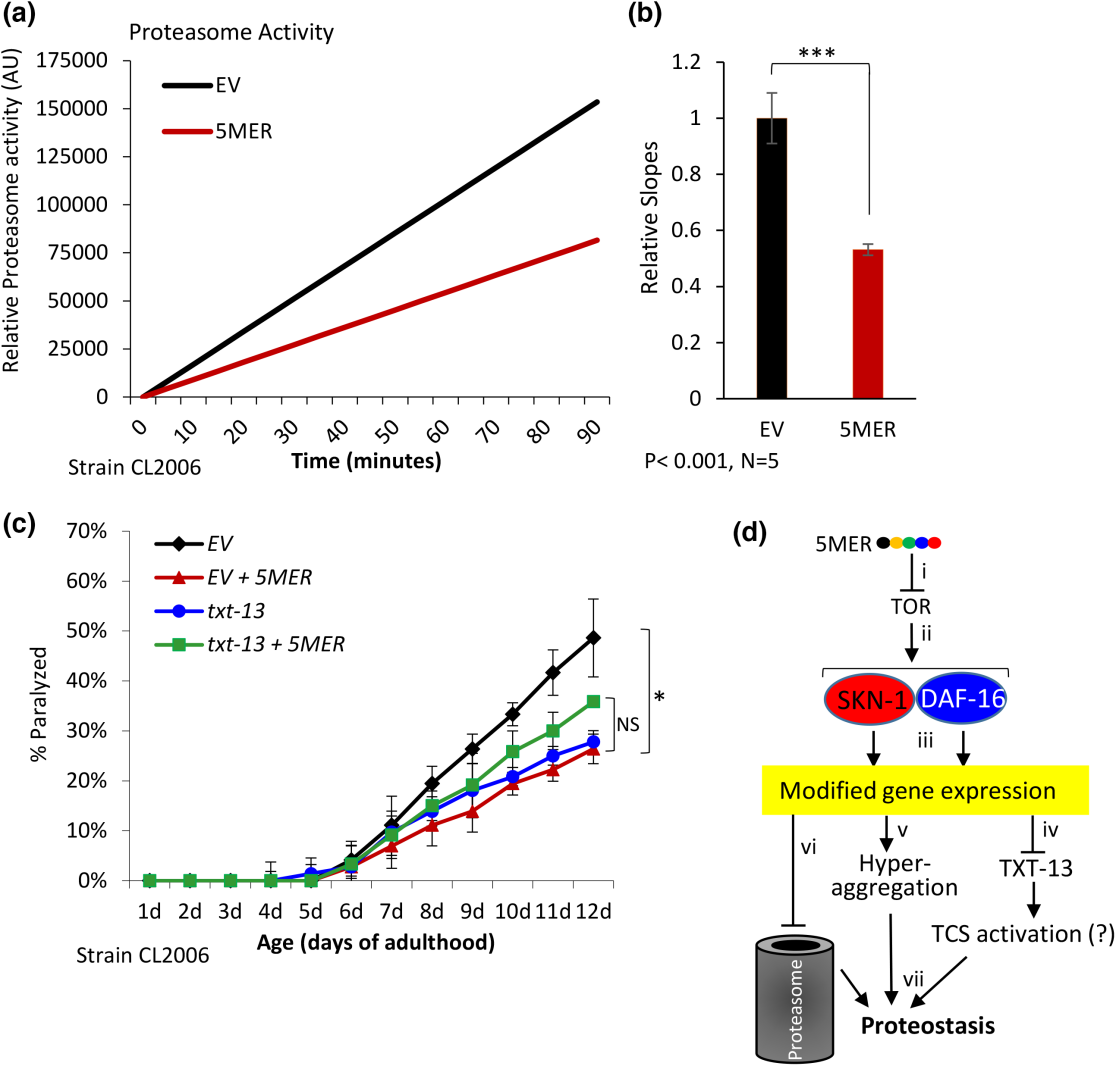
(a, b) The 5MER peptide reduces chymotrypsin‐like proteasome activity as measured by an in‐vitro assay (a). Five independent repeats confirm the significance of this observation (b). (c) The knockdown of *txt‐13* by RNAi mitigates the toxicity of Aβ, but a concurrent treatment with the peptide and *txt‐13* RNAi shows no additive protective effect (120 worms/treatment). (d) A proposed mechanism by which the 5MER peptide mitigates proteotoxicity. (i) The 5MER peptide inhibits the TOR kinase, (ii) thereby activates DAF‐16 and SKN‐1 (and perhaps other factors) to modulate gene expression (iii). This reduces the expression of *txt‐13* (iv) and activates TCS signaling, enhances protective protein aggregation (v) and reduces chymotrypsin‐like proteasome activity (vi). These modulations culminate to enhance proteostasis (vii).

Next, we cultured CL2006 worms on *txt‐13* RNAi bacteria and employed the paralysis assay to examine whether TCS is involved in the proteostasis‐promoting mechanism downstream of the 5MER peptide. Our results indicate that the knockdown of *txt‐13* protects from proteotoxicity and that a combination of the 5MER with RNAi towards this gene shows no additive protective effect (Figure 5c). 

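Figure S4E shows 11 genes of transcellular chaperone signaling, drawn from the same libraries. Of these genes, 8 had log2 fold changes between EVPS and EV0S in the direction of the figure. In limma's test over all genes, 1 of the 11 had an adjusted p below 0.1. *txt-13* (chromosome II, 10570602 to 10572056 in WBcel235) fell from 69.9 ± 2.79 in EV0S to 44.5 ± 5.94 in EVPS (normalized values, mean ± SD, n = 3), a log2 fold change of -0.65 (standard error 0.17, limma adjusted p = 0.0737). It was 66.8 ± 6.69 in AB0S and 67.5 ± 3.69 in ABPS, and the difference between the peptide's effects had a limma adjusted p of 0.188. The other 10 genes had log2 fold changes between -0.27 and 0.14, with adjusted p from 0.287 to 0.982.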

In agreement, a computational analysis has shown that genes that were reported to be components of the TCS mechanism exhibit modulated expression levels upon treatment with the 5MER peptide (Figure S4E). To further test whether the TCS pathway is activated by the peptide, we conducted a paralysis assay using CL2006 worms and RNAi towards either *clec‐41* or *asp‐12*, both needed for TCS activation (O'Brien et al., 2018). We found that the 5MER peptide cannot mitigate proteotoxicity when the TCS is inactivated (Figure S4F).

Since the proteostasis network differentially responds to distinct proteotoxic challenges (Boocholez et al., 2022), we asked whether the 5MER peptide elicits similar gene expression modulations in worms that are challenged by polyQ35‐YFP worms. AM140 were grown on EV bacteria and exposed to 200 μM 5MER peptide at days 1 and 2 of adulthood. An identical group of AM140 worms was served as a control. At day 3 of adulthood, both worm groups were harvested, RNA was extracted, and the relative levels of *nhr‐181*, *lmp‐2*, and *txt‐13*, all of which exhibited modulated expression levels in 5MER peptide‐treated CL2006 worms (Figure 4d,e), were compared by qPCR. Similar expression levels of all three genes were observed in control and treated worms (Figure S5A), suggesting that the 5MER peptide activates different protective mechanisms in the face of distinct proteotoxic challenges.

## 4 DISCUSSION

The failure to develop efficient remedies for Alzheimer's disease (Panza et al., 2019) and the accumulating evidence that AD is not a single disease but a syndrome with various manifestations (Ben‐Gedalya et al., 2015; Szaruga et al., 2015; Vogel et al., 2021) highlight the importance of developing a combinatorial approach for the treatment of this condition. A combined therapy that concurrently modulates different nodes of the proteostasis network bears the potential to harness the mechanisms that prevent the manifestation of AD early in life to postpone disease onset and delay its progression once it has emerged. While short peptides have been previously shown to reduce protein aggregation, including Aβ (Sato et al., 2006), the mechanisms that underlie the counter‐proteotoxic effects of these peptides are largely obscure. In this study, we employed model nematodes to test whether a peptide of 5 amino acids (MTADV), which was shown to mitigate the aggregation of serum amyloid A (Hemed‐Shaked et al., 2021), is capable of suppressing the toxicity of aggregative peptides that underlie the development of neurodegenerative disorders in humans. We discovered that the 5MER peptide alleviates the proteotoxic effects of both the AD‐causing Aβ peptide and of HD‐linked polyQ stretches. The dependency of this protection on TOR signaling (Figure 5di) and proteostasis‐mediating transcription factors (Figure 5dii) predicted that the 5MER peptide modulates gene expression. To scrutinize this hypothesis and identify genes that show modulated expression levels upon treatment with the peptide, we conducted an RNA‐seq experiment. The effect of the 5MER peptide on the worm's transcriptomic landscape (Figure 5diii) was found to be more prominent in worms that express high Aβ levels compared to the outcome seen in their counterparts that express low Aβ levels. Among the genes that showed modified expression, we identified nuclear hormone receptors, known to regulate transcription as well as F‐box proteins. These results raise the question of what counter‐proteotoxic mechanisms are activated by the 5MER peptide and whether it functions as a modifier of transcription in a cell‐autonomous or nonautonomous manner.

Despite the key roles of cellular mechanisms in proteostasis maintenance, the integrity of the proteome is orchestrated at the organismal level by neurons (Prahlad & Morimoto, 2011; Volovik et al. 2014b) and the reproductive system (Moll et al., 2018; Shemesh et al., 2013). This regulation, which involves the activity of neuronal receptors (Maman et al., 2013), is mediated by both neurotransmitters (Tatum et al., 2015) and neuropeptides (Boocholez et al., 2022). The finding that the 5MER peptide protects worms from the toxicity of polyQ‐YFP stretches, regardless of whether they are expressed in neurons or muscle cells, can be explained by two models. One suggests that the peptide migrates between tissues and activates protective mechanisms in cells that are challenged by proteotoxicity, while the other proposes that the 5MER peptide activates mechanisms that function at the organismal level. The reduced expression of *txt‐13*, a gene that encodes a suppressor of TCS that is expressed in muscle cells (Miles et al., 2023), in worms that were treated with the peptide (Figure 4c), and the protection from Aβ proteotoxicity conferred by the knockdown of this gene (Figure 5div), strongly suggest that TCS is activated by the peptide. TCS was shown to promote proteostasis across tissues (O'Brien et al., 2018). Additional support for the theme that the 5MER peptide functions, at least partially, cell‐non‐autonomously is provided by the observation that the intestinal receptors *nhr‐79*, *nhr‐121*, and *nhr‐137* (Cao et al., 2017) show modified expression levels in 5MER‐treated worms (Figure 4c) and by the modulated expression of genes that are involved in signaling in proteotoxicity challenged 5MER‐treated worms (Figure 4b). Together, these observations raise the prospect that the 5MER peptide activates in the intestine a signaling mechanism (Hodge et al., 2022) that communicates with muscle cells and neurons, perhaps via TCS, to enhance proteostasis. Yet, this theme should be further investigated using worms that express TCS‐activating chaperones such as *daf‐21*, in a tissue‐specific manner.

Moreover, the peptide downregulates the expression of *T01D1*.*8*, a gene that is enriched in the ASI/ASJ neurons (Cao et al., 2017), cells that orchestrate proteostasis in the soma (Klabonski et al., 2016). Nevertheless, the possibility that the 5MER peptide promotes proteostasis cell‐autonomously cannot be excluded as it may regulate gene expression within the cell that is challenged by proteotoxicity. It is also possible that the 5MER peptide acts concurrently, cell‐autonomously and non‐autonomously. 

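T01D1.8 lies on chromosome II of WBcel235 from 186739 to 192085. In CL2006 worms on EV bacteria its level fell from 34.5 ± 1.2 to 15.2 ± 1.77 with the peptide (normalized values, mean ± SD, n = 3), a log2 fold change of -1.13 (standard error 0.25, limma adjusted p = 0.0593). In worms on Aβ RNAi bacteria it was 21.6 ± 4.05 without and 19.5 ± 4.82 with the peptide, and the interaction had a limma adjusted p of 0.206.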

While our results show that TOR signaling is needed for the peptide to counter proteotoxicity. One key open question is whether the productive system is involved in the 5MER peptide‐mediated protection from proteotoxicity. Further research is needed to fully elucidate which signaling pathways are involved in the mediation of this effect at the cellular and organismal levels.

An additional intriguing question is what activities of the proteostasis network are modulated by the 5MER peptide. We discovered that treatment with the 5MER peptide enhances the aggregation of both Aβ and polyQ35‐YFP (Figures 2 and 5dv). This observation is in line with the requirement for DAF‐16, which was shown to promote protective hyper‐aggregation (Cohen et al., 2006) that sequesters highly toxic oligomers to create large fibrils of lower toxicity (Shankar et al., 2008). However, similarly to other short peptides that were predicted by simulations to reduce aggregation (Jana et al., 2021), the 5MER peptide was found to inhibit the aggregation of serum amyloid A in in‐vitro experiments (Hemed‐Shaked et al., 2021). This apparent contradiction may result from different properties of the 5MER peptide in the absence of ancillary biological molecules in in‐vitro assays that may shape its effect on protein aggregation. An alternative explanation suggests that the peptide's effect on aggregation may be shifted in the face of different Aβ concentrations. In fact, opposing activities are performed in‐vitro by the chaperone HSP104 when the concentration of an aggregation‐prone protein exceeds a certain threshold (Shorter & Lindquist, 2004). In addition, the features of serum amyloid A aggregates may entirely differ from those of Aβ aggregates. Thus, the 5MER peptide may have opposing effects on the aggregation rates of these proteins.

Since protein disaggregation and degradation are also important counter‐proteotoxic activities (Cohen et al., 2006), we asked whether the peptide enhanced the activity of the ubiquitin proteasome system (UPS) and discovered that it reduced chymotrypsin‐like proteasome activity (Figure 5a,b,dvi). This counterintuitive finding is not entirely surprising as we reported previously that proteasomes are not involved in the degradation of Aβ in mammalian cells (Cohen et al., 2006) and that the IGF1 signaling inhibitor NT219 reduces UPS activity in cells (Moll et al., 2016) and mitigates Aβ‐mediated proteotoxicity in worms (El‐Ami et al., 2014). On the contrary, reducing proteasome activity by the knockdown of *rpn‐6*.*1* prevents the 5MER peptide from countering Aβ proteotoxicity (Figure S4A). Therefore, it is possible that the in‐vitro assay shows changes in the total proteasome activity while proteasomes are activated by the peptide in specific tissues of the worm. It may be also possible that not proteasomes but other proteolytic entities, plausibly proteases, digest Aβ in our worms and in other systems. In this regard, the reduced expression of *lmp‐2*, a gene that encodes a membrane protein that is located at late endosomes and lysosomes, upon treatment with the 5MER peptide, predicts that the peptide modulates protein degradation by lysosomes, an organelle that mitigates proteotoxicity and neurodegeneration (Bourdenx et al., 2021). The possible involvement of autophagy and lysosomes in the counter‐proteotoxic effects of the 5MER peptide require further research.

The complexity of neurodegenerative processes and the failure to develop efficient drugs for the treatment of AD infer that a combinatorial approach that concomitantly modulates different nodes of the proteostasis network is likely to preserve proteostasis through late stages of life. The observations that the 5MER peptide protects worms from two highly aggregative peptides, Aβ and polyQ35‐YFP, suggest that it should be considered as a component of such a future counter‐proteotoxic cocktail.

## AUTHOR CONTRIBUTIONS

EC, DN, HES, and RBH designed and initiated this study. NR, LM, HB, RBH, AAS, HES, and EC performed proteotoxicity assays. HES conducted thrashing assays, and NR and LM compared the aggregation rates of Aβ. HES performed the cloning of RNAi plasmids. AZ and IP performed computational analyses of RNA‐seq data. IC and HZ compared proteasome activity levels, constructed plasmids, and conducted western blot assays. EC performed NAGE assays and wrote the manuscript.

## FUNDING INFORMATION

This study was generously supported by the Israel Science Foundation (ISF) (EC#543/21), the Israeli Ministry of Science and Technology (MOST), the United States‐Israel Binational Science Foundation (BSF) (EC#2017241), and the Henri J. and Erna D. Leir Chair for Research in Neurodegenerative Diseases. HES is partially supported by Galmed Pharmaceuticals Ltd., Tel Aviv, Israel.

## CONFLICT OF INTEREST STATEMENT

DN was a consultant of Galmed Pharmaceuticals and an owner of 5MER peptide patent. The other authors declare no competing financial interests.

## Supporting information

Figure S1–S5
Click here for additional data file.

Table S1–S4
Click here for additional data file.

## Data Availability

The raw and processed NGS files have been deposited at the GEO website and can be accessed at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230640.

# Supplementary material for: A short peptide protects from age‐onset proteotoxicity
**Source:** Aging Cell. 2023 Oct 27;22(12):e14013. doi: 10.1111/acel.14013
**Supplement:** Supplementary file 1 — Figure S1–S5

# Supplemental figure 1

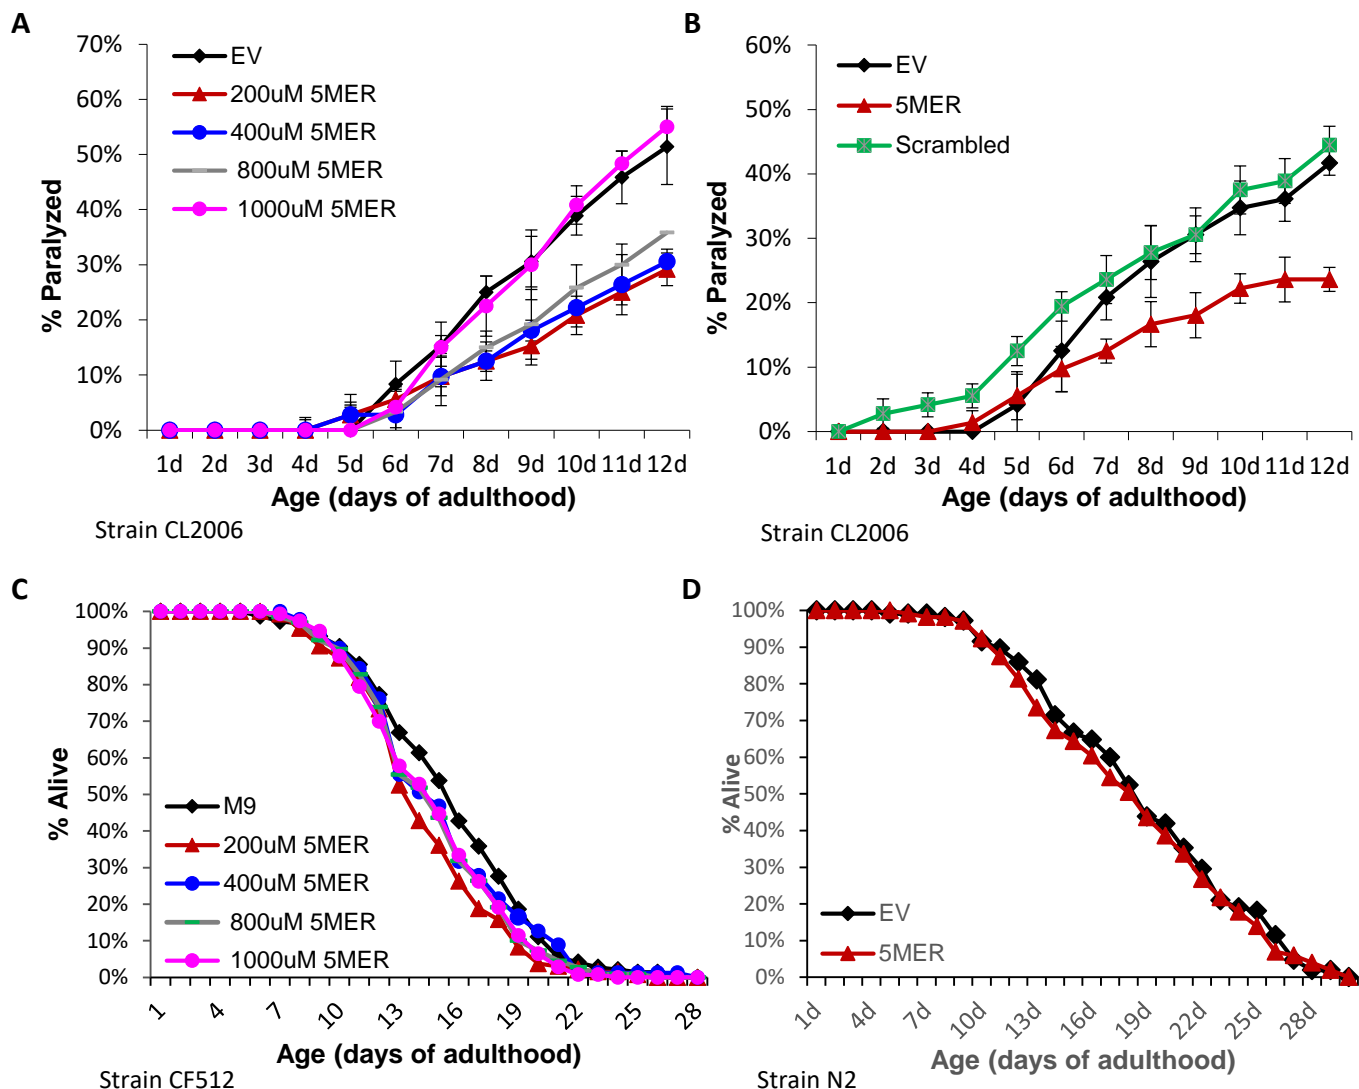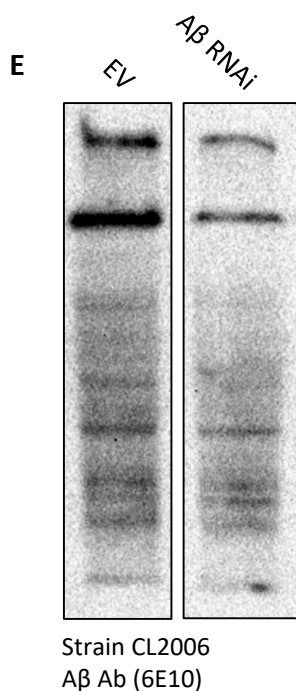

**Figure S1: A.** A paralysis assay using CL2006 worms indicates that 5MER concentrations higher than 200 $\mu$ M (400, 800 and 1000 $\mu$ M) do not enhance protection from A $\beta$ -mediated paralysis. In fact, the exposure of the worms to 1000 $\mu$ M abolished the protection mediated by the 5MER peptide. **B.** A paralysis assay using CL2006 worms indicated that a scrambled peptide, composed of the same 5 amino acids but in a different order, does not mitigate A $\beta$ -mediated proteotoxicity. **C.** A lifespan assay showed that treatment with the 5MER peptide does not extend lifespan of CF512 worms (C) in various concentrations. **D.** Similarly, treating wild-type worms (strain N2) with 200 $\mu$ M has no effect on lifespan. **E.** A western blot analysis shows a reduction in the level of A $\beta$  in CL2006 worms that were grown from hatching on A $\beta$  RNAi bacteria.

Supplemental figure 2

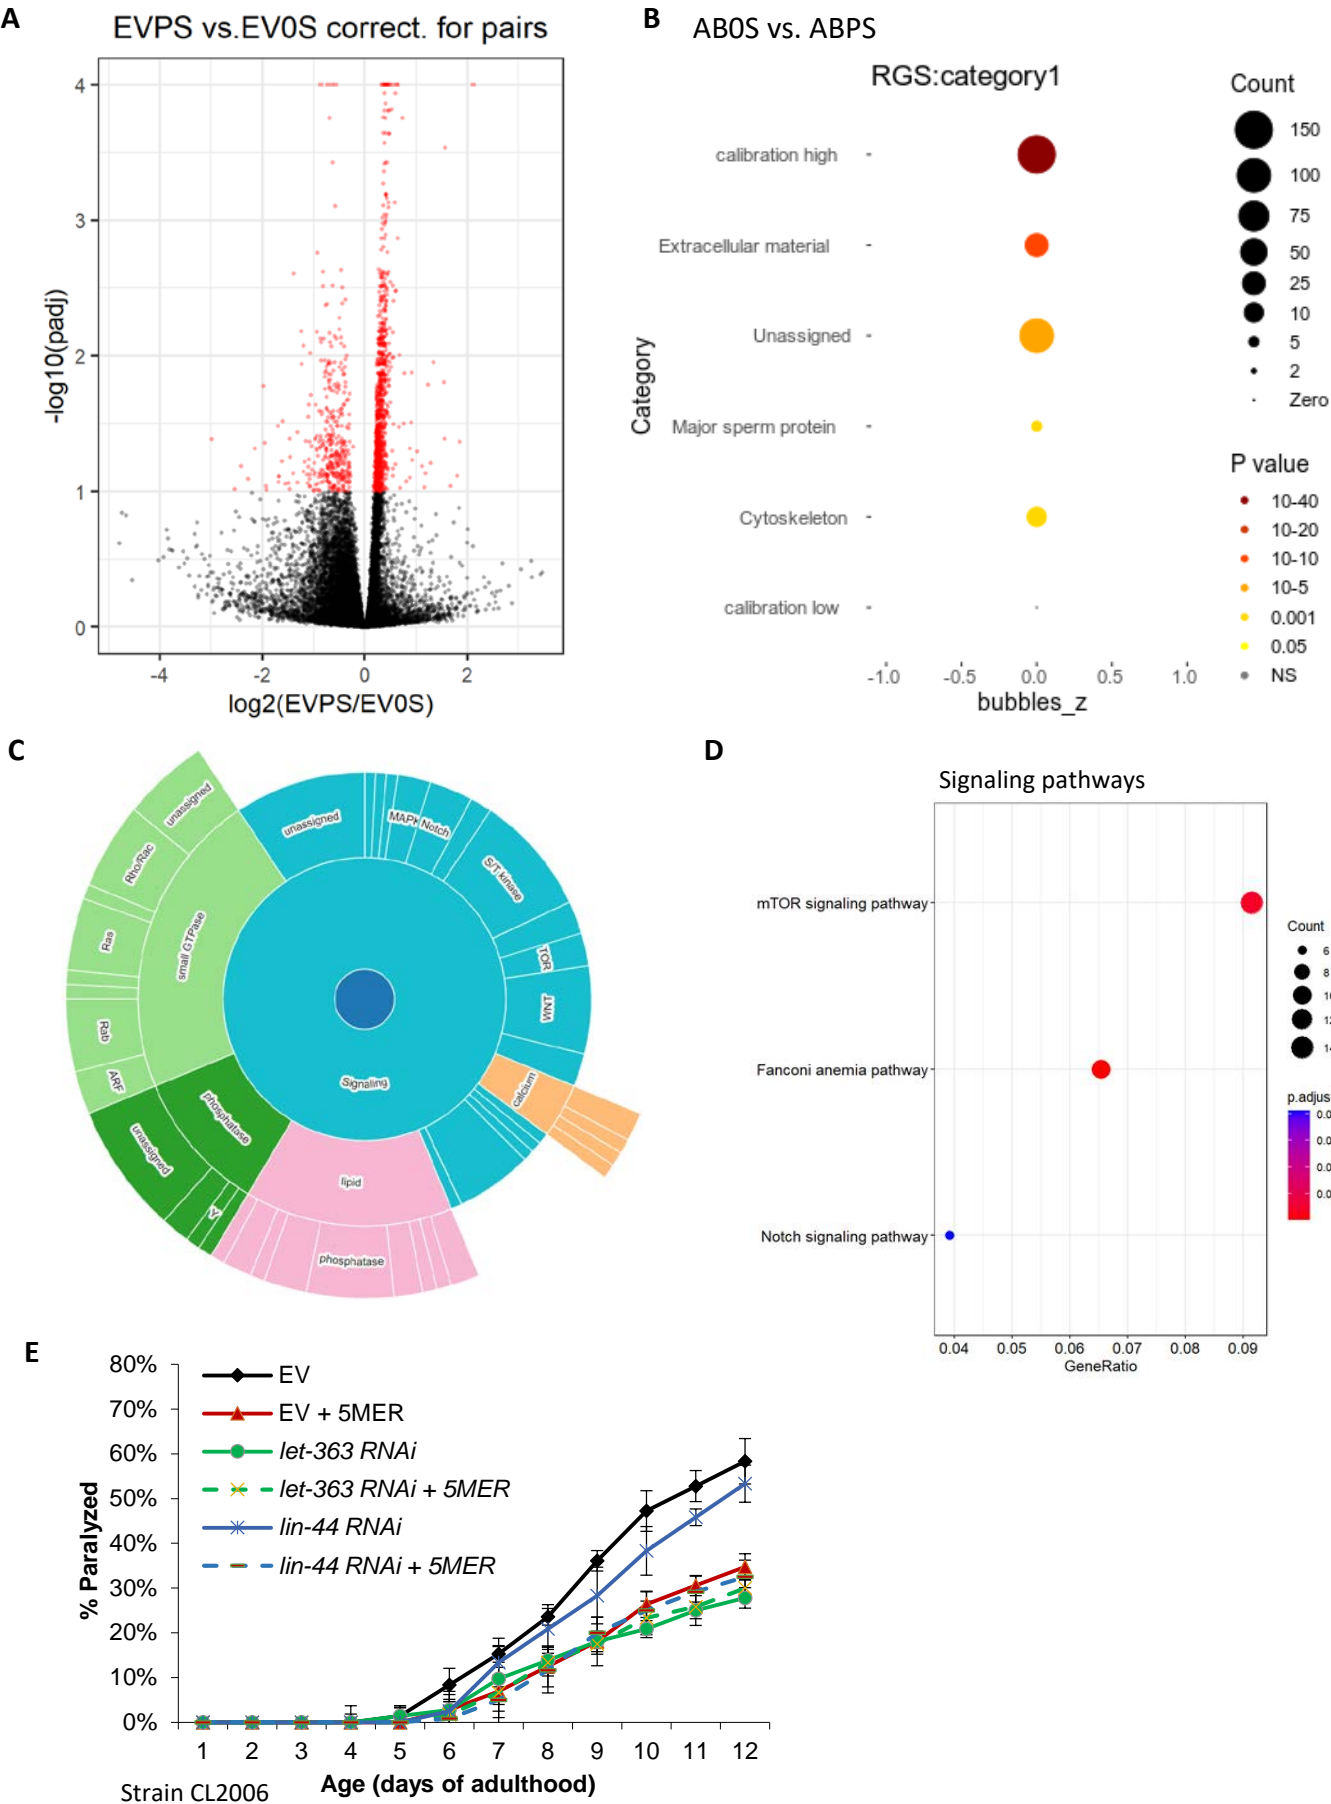

**Figure S2:** Computational analysis of RNA-seq data. **A.** A volcano plot of 1395 genes that showed significantly differential expression upon treatment with the 5MER peptide in worms that express high A $\beta$  levels (EV0S vs. EVPS). **B.** Wormcat based clustering of genes that exhibit differential expression upon treatment with the 5MER peptide in worms expressing low A $\beta$  levels (AB0S vs. ABPS) show no association with signaling pathways nor with the ubiquitin proteasome system. **C.** Wormcat based analysis of signaling-associated genes that showed modulated expression levels in 5MER peptide-treated worms that express high A $\beta$  levels, indicate that Notch, TOR and Wnt signaling pathways are affected by the 5MER peptide. **D.** Clustering according to involvement in signaling unveiled that TOR signaling is most likely to be affected by the 5MER peptide. **E.** A paralysis assay indicates that the knockdown of *let-363* (encoding the kinase TOR) protects the worms from proteotoxicity and that the 5MER peptide can no further mitigate the toxicity of A $\beta$ . In contrast, the knockdown of *lin-44* results in no reduction of A $\beta$  proteotoxicity. Accordingly, the 5MER peptide protects *lin-44* RNAi-treated worms from this toxicity, indicating that this gene is not required for the 5MER to confer its protective effect.

Supplemental figure 3

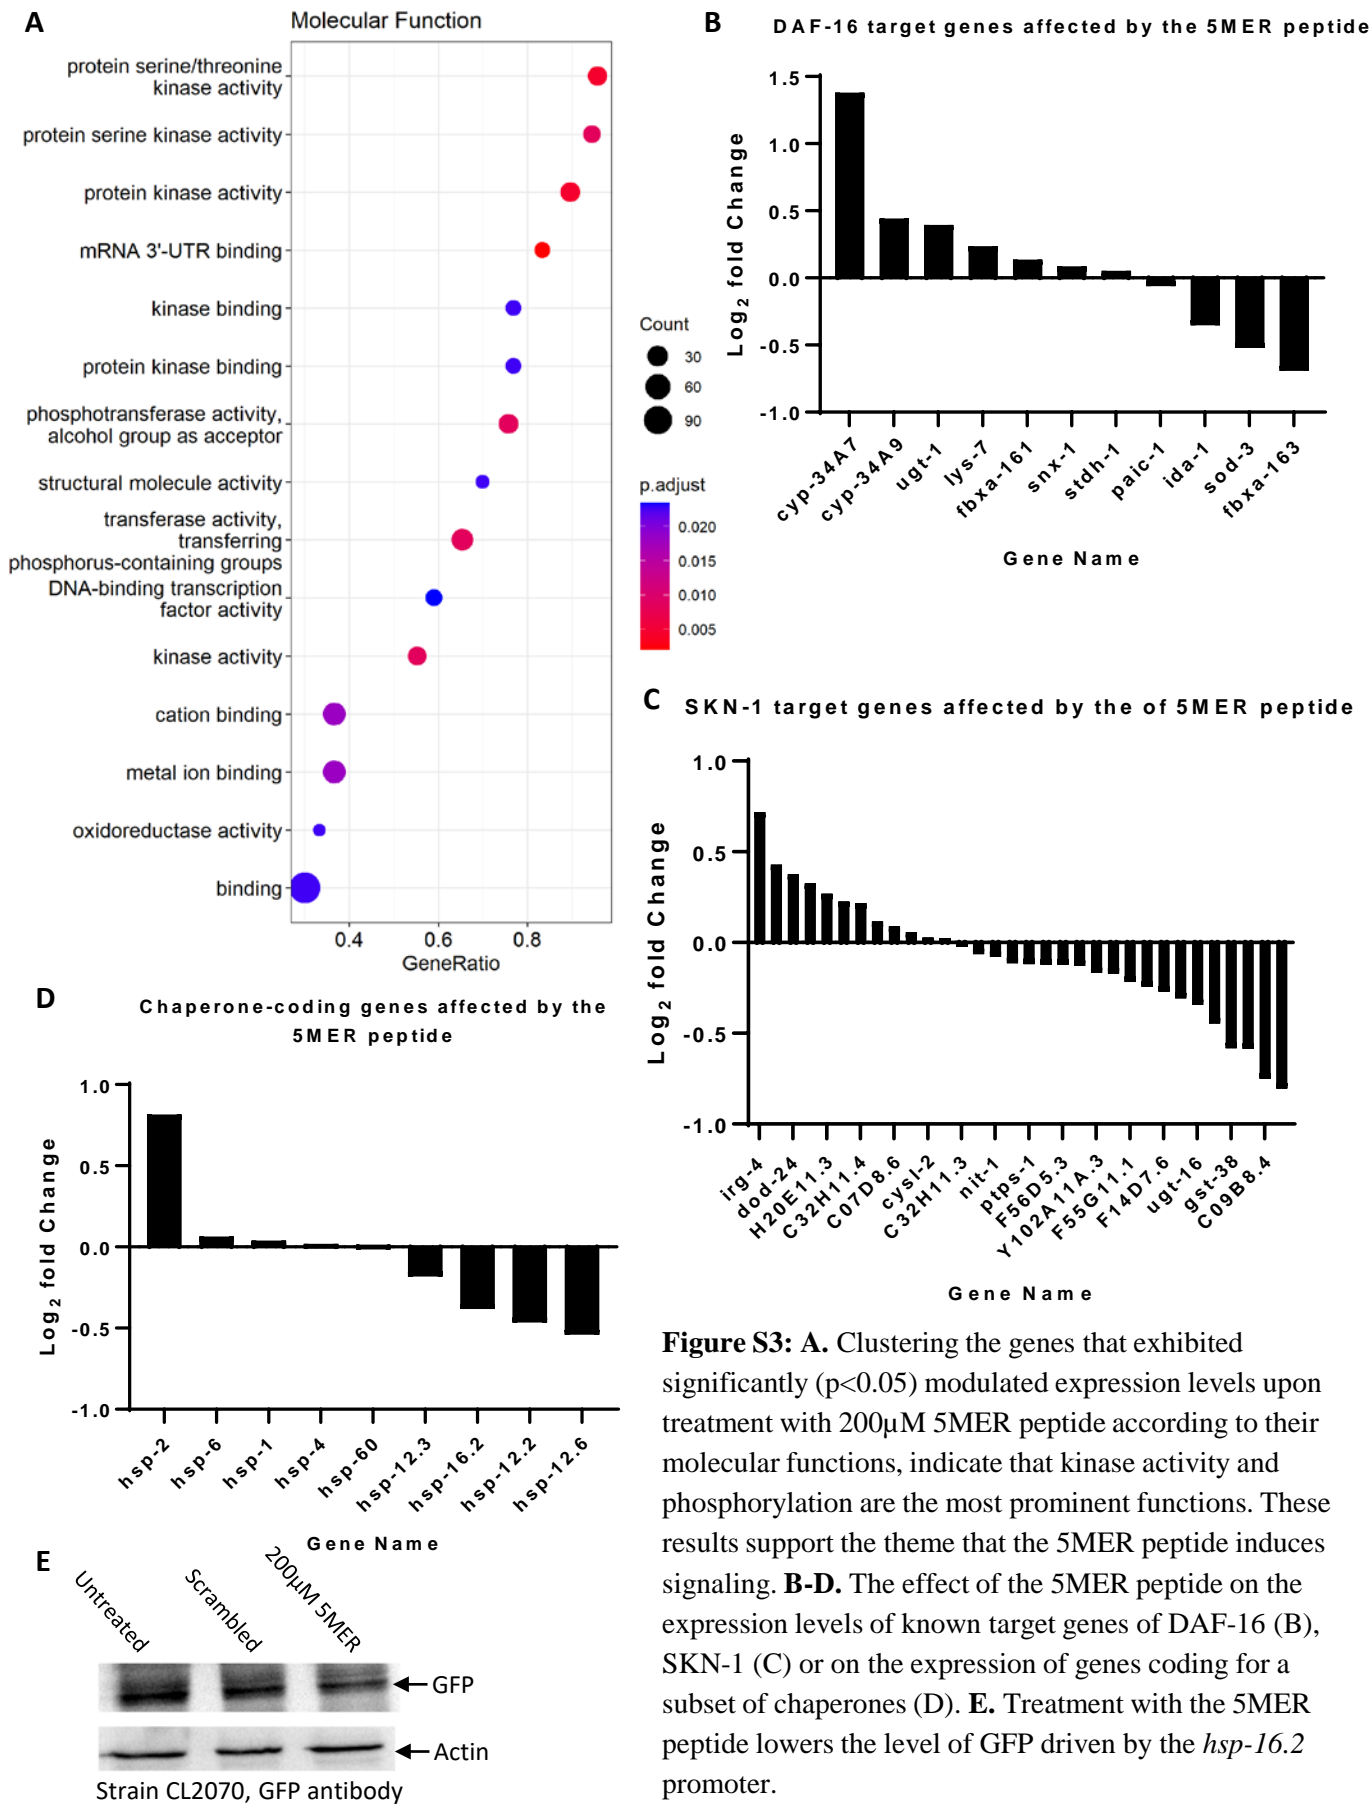

**Figure S3: A.** Clustering the genes that exhibited significantly ( $p < 0.05$ ) modulated expression levels upon treatment with 200μM 5MER peptide according to their molecular functions, indicate that kinase activity and phosphorylation are the most prominent functions. These results support the theme that the 5MER peptide induces signaling. **B-D.** The effect of the 5MER peptide on the expression levels of known target genes of DAF-16 (B), SKN-1 (C) or on the expression of genes coding for a subset of chaperones (D). **E.** Treatment with the 5MER peptide lowers the level of GFP driven by the *hsp-16.2* promoter.

# Supplemental figure 4

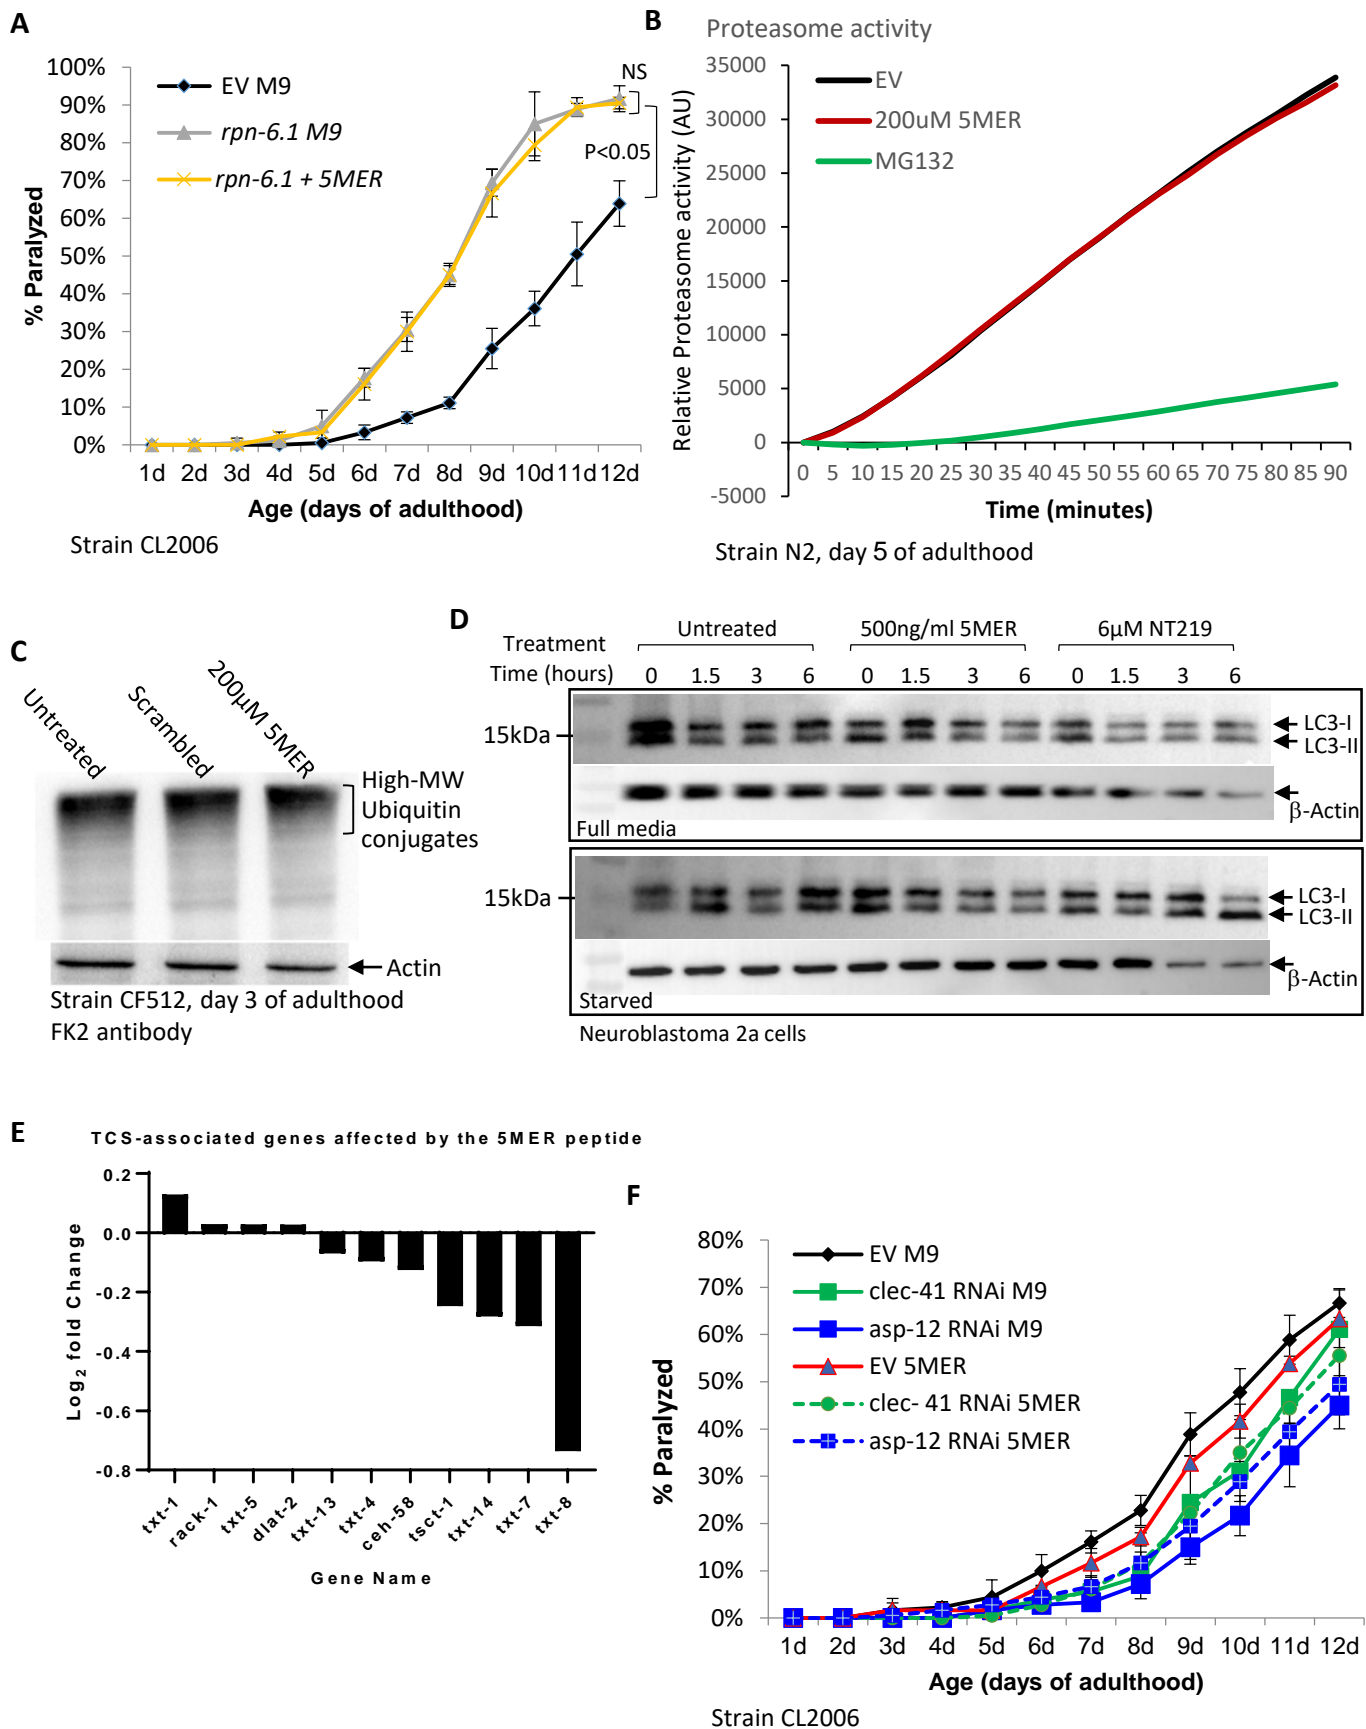

**Figure S4:** **A.** A paralysis assay indicates that the knockdown of *rpn-6.1* (needed for UPS activity) aggravates A $\beta$ -mediated toxicity. The 5MER peptide cannot rescue this deleterious phenotype. **B.** *In-vitro* proteasome activity assay indicates that the 5MER peptide does not affect chymotrypsin-like activity of 5 days old wild-type worms. **C.** Similarly, the 5MER peptide does not inhibit proteasome activity in 3 days old CF512 worms as judged by the blotting of high molecular weight ubiquitin conjugates. **D.** The 5MER peptide does not enhance autophagy in neuroblastoma 2a cells. **E.** The expression levels of certain TCS-associated genes are modulated by the 5MER peptide as seen in our NGS data. **F.** Rate of paralysis of CL2006 worms that were treated with RNAi toward either *asp-12* or *clec-41* indicate that the 5MER peptide cannot further protect these animals from proteotoxicity.

## Supplemental figure 5

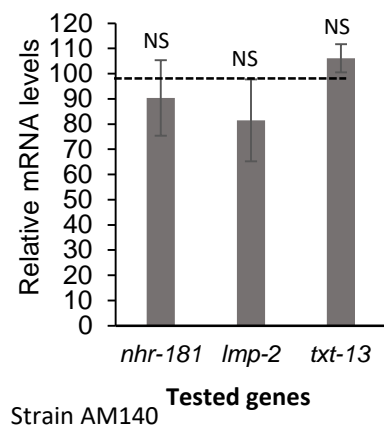

**Figure S5: . A.** qPCR using AM140 worms and primer sets toward *nhr-181*, *Imp-2* or *txt-13* indicates that the 5MER does modify the expression levels of these genes in worms that are challenged by the proteotoxicity of polyQ35-YFP.

# Supplementary material for: A short peptide protects from age‐onset proteotoxicity
**Source:** Aging Cell. 2023 Oct 27;22(12):e14013. doi: 10.1111/acel.14013
**Supplement:** Supplementary file 2 — Table S1–S4

Supplementary table 1: worm strains used in this study

| Strain | Genotype                                                      | Source                           |
|--------|---------------------------------------------------------------|----------------------------------|
| N2     | Wild type, Bristol                                            | CGC                              |
| CF512  | fer-15(b26)II;fem-1(hc17)IV                                   | CGC                              |
| CL2006 | pCL12 (unc-54/human A $\beta$ peptide 1-42 minigene) + pRF4   | CGC                              |
| AM140  | rmls132 [unc-54p::Q35::YFP]                                   | CGC                              |
| AM716  | rmls284 [pF25B3.3::Q67::YFP]                                  | A gift of Prof. Richard Morimoto |
| CF1934 | daf-16(mu86); muls109[Pdaf-16::gfp::daf-16cDNA + Podr-1::rfp] | A gift of Prof. Andrew Dillin    |
| CL2070 | dvls70 [hsp-16.2p::GFP + rol-6(su1006)]                       | CGC                              |

Supplementary table 2: primers used for cloning of RNAi plasmids

| Gene                  | Forward                                              | Reverse                                                |
|-----------------------|------------------------------------------------------|--------------------------------------------------------|
| <b><i>nhr-58</i></b>  | Includes XhoI site<br>CAATCTCGAGATTCTTCTCCGTCACCTCG  | Includes NheI site<br>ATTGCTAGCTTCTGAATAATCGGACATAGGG  |
| <b><i>txt-13</i></b>  | Includes XhoI site<br>CAATCTCGAGAGAGATCATTGAGGAAACC  | Includes NheI site<br>ATTGCTAGC ACGCGTATACATACAAACG    |
| <b><i>let-363</i></b> | Includes XhoI site<br>TTCGGTACCTGCATGTATGTCAATGGTTGG | Includes KpnI site<br>ATGCTCGAGTCAATGGAGATGTTGCTTGC    |
| <b><i>lin-44</i></b>  | Includes XhoI site<br>TTCGGTACCCAACCCTTGAGCACATTACC  | Includes KpnI site<br>ATGCTCGAGAAATCCTTACAGACCAGAT TGC |
| <b><i>clcc-41</i></b> | Includes AgeI site<br>ATGACCGGTAGTTGGAACACAGTGTGG    | Includes NheI site<br>ATGGCTAGC GGCTGAGTAACATCAGTGG    |
| <b><i>asp-12</i></b>  | Includes AgeI site<br>ATGACCGGTTCAGGAAGTAACTGCG      | Includes NheI site<br>ATGGCTAGCAGACGAAATGTGAGAGGC      |

Supplementary table 3: primers used for qPCR

| Gene           | Forward               | Reverse              |
|----------------|-----------------------|----------------------|
| <i>txt-13</i>  | GCTGCTGCGAGTCCTACATT  | CCTCAGTATCTTGGCGACGG |
| <i>nhr-58</i>  | TTGTCGATACGCGGAGAATG  | GTGGTGTAGAGCGCCAAA   |
| <i>nhr-181</i> | ATTCCTGTGCGAGCCACAT   | TCGTGTTGAAGGCGGAC    |
| <i>Imp-2</i>   | TGGCTGGACAATTGACTTTGC | CGGGAAATGCAGTTGGATCG |
| <i>cyn-17</i>  | ACAACGACTACAATGGCA    | CTGGTGTGGCTTTTGACGG  |

Supplementary table 4: Lifespan data

| Strain | Treatment   | # included | Mean LS $\pm$ StEr | T-test  |
|--------|-------------|------------|--------------------|---------|
| CF512  | M9          | 143/150    | 19.02 $\pm$ 0.434  |         |
|        | 200uM 5MER  | 148/150    | 18.64 $\pm$ 0.426  | p=0.268 |
| CF512  | M9          | 145/160    | 16 $\pm$ 3.93      |         |
|        | 200uM 5MER  | 133/160    | 14 $\pm$ 3.99      | p<0.001 |
|        | 400uM 5MER  | 130/160    | 15 $\pm$ 3.63      | p>0.05  |
|        | 800uM 5MER  | 110/160    | 15 $\pm$ 3.80      | p=0.014 |
|        | 1000uM 5MER | 140/160    | 15 $\pm$ 3.66      | p<0.006 |
|        |             |            |                    |         |
| AM140  | M9          | 112/120    | 13.2 $\pm$ 0.333   |         |
|        | 200uM 5MER  | 106/120    | 13.96 $\pm$ 0.278  | p<0.05  |
|        | 400uM 5MER  | 108/120    | 13.2 $\pm$ 0.313   | p=0.29  |
|        |             |            |                    |         |
| N2     | M9          | 105/120    | 18.91 $\pm$ 0.545  |         |
|        | 200uM 5MER  | 101/120    | 18.93 $\pm$ 0.593  | P=0.19  |

How the deposited data were processed for this re-analysis (not part of the article)

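RNA-seq libraries of whole CL2006 worms at day 6 of adulthood were available for 4 groups (EV0S, EVPS, AB0S and ABPS) of 3 repeats, 12 libraries in all, and all of them were used. Groups and repeat numbers were taken from the sample labels and from the paper, which describes 3 independent repeats. The same repeat numbers in the 4 groups were read as pairs because the paper's methods correct for the effect of the repeats. The labels give no peptide dose, and the 200 μM is the paper's.

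The authors trimmed the reads with fastx_toolkit and cutadapt, aligned them to WBcel235 with TopHat, counted them per gene with htseq-count, and divided the counts by DESeq2 size factors. The deposited values are these normalized counts after a further batch correction by the authors for the 3 repeats, for which the paper's text does not name the method. They are on a linear scale and are not whole numbers, and 307 of 229068 values are below 0. A test for read counts was therefore not used, and the depth of the libraries is unknown. The sums of the normalized values lie between 24082771 and 29142841 per library, and they are not depths. The table lists 19089 genes, all with a value above 0 in at least 1 library, and 0 further columns of values were left unused. Positions and exon lengths come from the Ensembl 115 annotation of WBcel235, which holds 19085 of the 19089 genes. Whether the authors counted reads by strand is not stated, so genes that overlap another gene are uncertain.

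Values below 0 were set to 0, and log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) over all 12 libraries, with group and repeat number in the model. The contrasts were EVPS against EV0S, ABPS against AB0S, the difference of these 2 effects, and AB0S against EV0S. Genes with a Benjamini-Hochberg adjusted p below 0.1 were called, which is the paper's threshold. Because the authors had already removed the effect of the repeats, the block mainly takes up the degrees of freedom that their correction used. Gene sets were tested by two-sided Fisher's exact tests of called against other genes, with all tested genes as the background. The p-values were adjusted within a family of 9 sets and a family of 4 further sets, at a threshold of 0.05. The 9 sets bear on the paper's statements, except for the *col* and *msp* genes, which the paper does not discuss. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the tables and plots.

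The design, the sample groups, the alternatives, the gene sets and the rule for naming genes were set before the data were examined, with these exceptions. The list of protein kinases and the list of zygotic embryo markers were written after the fit and the principal components had been seen. The alternatives that keep values below 0 and that add the level of the *msp* genes to the model were also chosen after seeing the data, as was the camera test of the difference of the peptide effects under the other settings. A set of kinases by annotation text was planned, and it was not used here because the annotation carries no such text. A correction for GC content was planned and not run, since no genome sequence was used here. By the rule, the genes named are those that the paper's text and Figures 4c to e, S3B to D and S4E name, together with *unc-54*, *rol-6* and *apl-1*, and for each contrast the 3 genes in each direction with the smallest p among those that passed and changed the same way in all 3 pairs. Members of gene sets that are named outside this rule were named after their values were seen.

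The alternatives changed 1 choice at a time. They were pseudocounts of 0.1 and 5, genes with a mean value of at least 1 or of at least 10, no replicate block, a fit of only the 2 groups compared, rescaling by TMM factors (trimming 30% and 5%), quantile normalization, eBayes without the trend or with its robust form, an adjusted p below 0.05, removal of the trend with exon length (loess, span 0.3), camera in place of Fisher's exact test, and each library left out in turn. The analysis was tested on simulated data with independent noise, 5 runs for each effect size. With 200 genes changed by 1 on the log2 scale, 68.3% were recovered with 13 false calls on average, and with a change of 0.5, 36.1% with 9.2 false calls. With no change there were 0.2 false calls. Real libraries share variation between genes, which the simulation leaves out. With 3 libraries against 3, an exact permutation test of a single value cannot give a p below 0.1.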

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

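All of the tests in this part were chosen only after the result they bear on had been seen.

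The paper gives the number of genes that the peptide changes at high and at low Aβ, and it does not test the difference between the 2 effects. Tested as an interaction, this difference passed for 569 genes. The effect was more positive at high Aβ for 453 of them and more negative for 116, and 464 of the 569 also changed between EVPS and EV0S. The smallest p among the genes that moved in 1 direction in all 3 sets of same-numbered libraries belonged to Y4C6A.3, T23B12.6 and T21C9.13 (differences of 0.73, 0.58 and 0.57 on the log2 scale) and to Y51F10.7, C15F1.1 and *cnc-8* (-0.82, -0.80 and -0.74), with limma adjusted p of 0.0707 for Y4C6A.3 and 0.0545 for Y51F10.7. When the peptide label was swapped within same-numbered pairs in all possible ways, 2 of the 32 splits gave as many genes, the real one included. The other swapped the EV0S and EVPS labels of repeat 3 alone and gave 2607 genes, while 29 of the other 31 splits gave 0 genes (from 140 to 3337 with an unadjusted p below 0.05). These splits test whether the peptide had any effect, not the interaction alone. With the trend with exon length removed, 393 genes passed, and with the level of the *msp* genes of each library in the model, 1467 genes passed, so neither gene length nor the sperm transcript level accounts for the whole difference. Under TMM rescaling and quantile normalization 1304 and 922 genes passed, so the authors' scaling does not account for it either. The depth of the libraries and the GC content of the genes were not tested. Without EV0S repeat 3, 4908 genes passed, all 569 among them, so the difference does not rest on this library. Its balance of directions does, since 1959 of the 4908 were more positive at high Aβ and 2949 more negative (39.9% more positive, against 79.6% with all 12 libraries). Of the fits that each left out 1 library, 9 of the 12 gave 0 genes (2215 to 3552 with an unadjusted p below 0.05). A dependence of the peptide's effect on Aβ is a hypothesis, and the splits cannot tell it apart from an arrangement by chance.

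The paper reports no comparison of the 2 groups without the peptide. Between AB0S and EV0S worms, 2114 genes passed, 538 higher and 1576 lower with Aβ RNAi. The share of genes that rose was 25.4%, and under TMM rescaling it was 42.4% of 2982 genes. Those with the smallest p were *ttr-24*, ZC581.3 and Y53H1B.2 among the genes that rose (0.53, 0.54 and 0.79 on the log2 scale, limma adjusted p = 0.0166 for Y53H1B.2) and *rol-6*, *wrt-8* and *lep-5* among those that fell (-1.44 for *wrt-8*, limma adjusted p = 0.00754), each in the same direction in all 3 same-numbered pairs. Of the 4 splits that swap labels within pairs, 1 gave as many genes, the real one. The other 3 gave 0 genes (from 465 to 3092 with an unadjusted p below 0.05), but 4 splits cannot show a share below 0.25. With the trend with exon length removed 1788 genes passed, so length does not account for the result. With the level of the *msp* genes in the model 123 passed. That level follows the arms (6.57, 6.62 and 6.69 in AB0S against 8.32, 8.37 and 7 in EV0S, mean log2 values), so an effect of Aβ RNAi cannot be told apart from a different share of sperm transcripts. Of the 2114 genes, 401 were also among those that changed between EVPS and EV0S, and 400 of these moved in the same direction in both comparisons. The 2 comparisons share the EV0S libraries, so part of this overlap may come from these 3 libraries alone. The number of genes between AB0S and EV0S was 15 without EV0S repeat 1, 10 without EV0S repeat 2 and 6524 without EV0S repeat 3.

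The collagen genes are a part of this comparison that the paper does not discuss. Of 153 *col* genes, 76 passed between AB0S and EV0S, all 76 lower (Fisher's exact test, adjusted p = 8.24e-32), and 129 of the 153 were lower, with a median log2 fold change of -0.98. Under TMM rescaling 80 passed, under quantile normalization 60 and with the length trend removed 69, so these choices do not account for it. With the *msp* level in the model 11 passed, and the median was -0.50. Without EV0S repeat 1 or without EV0S repeat 2, 0 *col* genes passed (74 and 75 with an unadjusted p below 0.05), with medians of -0.89 and -0.78. Reads shared between similar collagen genes were not tested. A lower expression of cuticle collagens with Aβ RNAi is a hypothesis, and since 123 genes passed with the *msp* level in the model, 90 of them among the 2114, it cannot be told apart from the sperm transcript level of the libraries.

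The major sperm protein genes are not discussed in the paper either. Of 32 *msp* genes, 15 passed between AB0S and EV0S, all 15 lower (Fisher's exact test, adjusted p = 8.90e-07). The median log2 fold change was -1.32, 1 of the 32 was higher, and 30 had an unadjusted p below 0.05. Under TMM rescaling 20 passed, with the length trend removed 2, under quantile normalization 1, and with the *msp* level in the model 0 (1 with an unadjusted p below 0.05), which that model makes by design. The median stayed below 0 under TMM rescaling (-1.29), quantile normalization (-1.22) and removal of the length trend (-1.17). The level also varied within groups (7.96, 6.93 and 8.33 in ABPS), and EV0S repeat 3, with 7, lies nearer to the AB0S libraries than to EV0S repeats 1 and 2. A candidate explanation is a different share of sperm or of males among the worms collected. The 123 genes that passed between AB0S and EV0S with the *msp* level in the model cannot separate this from an effect of Aβ RNAi, and reads shared between the similar *msp* genes were not tested.

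The single gene with the smallest p between AB0S and EV0S was *rol-6*, with a log2 fold change of -1.51 (limma adjusted p = 0.00147), from 8709 ± 1388 to 3031 ± 132 (normalized values, mean ± SD, n = 3), lower in all 3 pairs. The paper's strain table lists the plasmid pRF4 in the genotype of CL2006, which carries a mutant form of this collagen gene as a marker, and the paper does not discuss the expression of *rol-6*. RNA made from the transgene could count towards *rol-6*, and RNAi against Aβ could lower other RNA of the same array. Another candidate explanation is the general fall of cuticle collagens. Of the 153 *col* genes, 44 fell more than *rol-6*, the largest fall being -2.65, so a fall of this size is not unusual for a collagen gene. Within the 6 libraries with Aβ RNAi and within the 6 with the empty vector, *rol-6* was higher where the mean log2 level of the *col* genes was higher (Spearman correlation 0.94 and 0.75). Between the 2 arms a gap remained. In 5 of the 5 comparisons in which a library with Aβ RNAi had a higher *col* level than a library with the empty vector, its *rol-6* value was lower. These comparisons rest on ABPS repeats 1 and 3 alone. All *rol-6* values with Aβ RNAi (4410 at most) lay below all those with the empty vector (7108.5 at least), so no comparison could come out otherwise. ABPS repeat 3 had a *col* level of 8.21, against 8.08 to 8.18 in EVPS, and a *rol-6* value of 4410, against 7305 to 8002. The collagen level may therefore account for a part of the change of *rol-6*. For ABPS repeats 1 and 3 it left a gap to the empty vector libraries, and the other libraries with Aβ RNAi could not be compared in this way. The gene *unc-54*, whose promoter drives the Aβ transgene, had a log2 fold change of -0.75 (limma adjusted p = 0.0829), with 81501.4, 79387.7 and 43595.7 in the EV0S libraries, so 1 of the 3 lay near the AB0S libraries. Whether the reads come from the transgene was not tested.

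Oocyte and early embryo transcripts are outside the genes that the paper discusses. Of 37 such genes, 19 changed between EVPS and EV0S, all 19 higher (51.4%, against 7.24% of the other genes, Fisher's exact test adjusted p = 4.78e-12), and 35 of the 37 were higher, with a median log2 fold change of 0.29. Under TMM rescaling and quantile normalization the median was 0.30 and 0.26. The mean log2 level of the set was 13.56, 13.52 and 13.33 in EV0S and 13.75, 13.76 and 13.67 in EVPS, so the groups do not overlap, which chance gives in 10% of cases with 3 against 3. It was 13.55, 13.61 and 13.6 in AB0S and 13.59, 13.59 and 13.63 in ABPS, with a median log2 fold change of 0.01, and the difference between the peptide's effects at high and low Aβ had a camera adjusted p of 5.25e-10, which is too small where genes vary together. With the length trend removed 25 members passed, and without EV0S repeat 3 20 members passed, so neither accounts for the result. Without EV0S repeat 1 or 2, or without EVPS repeat 1 or 2, 0 of all genes passed, the members included. The exact permutation test of the mean levels (two-sided) gave p = 0.1, the smallest that 3 against 3 can give, so the order of the libraries cannot be told apart from chance. With only EV0S and EVPS fitted, or without the trend in eBayes, 0 members passed (24 and 25 with an unadjusted p below 0.05). More oocytes or early embryos in peptide-treated worms is a hypothesis. RNA from such cells was not measured in another way.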

How the results depend on the processing

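Of the 4 numbers of genes, each moved by more than 1.5 times under at least 1 alternative, and for none of these changes was the cause tested. The order is EVPS against EV0S (1399), ABPS against AB0S (0), the difference of the 2 effects (569) and AB0S against EV0S (2114). They stayed within 1.5 times under pseudocounts of 0.1 and 5, a mean value of at least 1, robust eBayes, values below 0 kept and removal of the length trend, and of the 1399 genes 1346, 1366, 1398, 1363, 1399 and 1302 passed there. With a mean value of at least 10, the difference was 909. With no replicate block the numbers were 2490, 7, 1785 and 3380. Libraries with the same number were less alike than others (a correlation of deviations of -0.181 on average, against 0.092; -0.122 for EV0S and EVPS, 0.001 for AB0S and ABPS), but the authors' correction for the repeats lowers these values by itself, so they do not show whether the numbers pair the libraries. With only the 2 groups compared, they were 0 (3165 with an unadjusted p below 0.05), 2427 and 791 (AB0S against EV0S). Under TMM rescaling the difference was 1304. Under quantile normalization they were 605, 1, 922 and 1100. Without the trend they were 0 (3328 with an unadjusted p below 0.05), 0 (2552), 0 (2794) and 1030. At an adjusted p below 0.05 they were 4, 0 (3034 with an unadjusted p below 0.05), 0 (3457) and 656. With the *msp* level in the model, chosen after seeing the data, they were 3333, 3, 1467 and 123, and the share of genes that rose between EVPS and EV0S was 55.7%, against 75.1%.

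Single libraries moved the numbers too. Across the fits that each left out 1 library, EVPS against EV0S went from 0 to 2633 genes (0 in 4 of 6 fits, with 2346 to 4212 at an unadjusted p below 0.05), ABPS against AB0S from 0 to 720 (0 in 5 of 6, with 1193 to 2733), the difference from 0 to 4908 (0 in 9 of 12, with 2215 to 3552) and AB0S against EV0S from 10 to 6524. The highest numbers at high Aβ, for the difference and for AB0S against EV0S came without EV0S repeat 3, where 1262 genes rose and 1371 fell with the peptide, and the highest number at low Aβ came without ABPS repeat 2.

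Of the 9 gene sets that were adjusted together, 5 differed from the background. Among the 5 are the *col* genes, which the paper does not discuss, as it does not discuss the *msp* genes among the 9. The number was 5 to 7 under the alternatives that gave a test, among them 7 without the replicate block, 6 by camera and 6 in both leave-one-out fits that could be tested, except for 0 under quantile normalization (1 with an unadjusted p below 0.05) and 0 at an adjusted p below 0.05 (0 with an unadjusted p below 0.05), where 4 genes cannot show a set. With 0 genes, as with only the 2 groups compared, without the trend, and without EV0S repeat 1 or 2 or EVPS repeat 1 or 2, no set could be tested. The correction for GC content was not run. At an adjusted p below 0.05, 0% of the TOR, Wnt, Notch, oocyte, kinase and zygotic embryo genes passed and their sets went from above to below the background, and the zygotic embryo set also changed side with 7.89% (TMM rescaling), 2.63% (quantile normalization) and 7.89% (length trend removed), and the muscle set with 8.33% (quantile normalization). Across the leave-one-out fits, the share of members that passed went from 0% to 79.2% for muscle genes (all lower), 0% to 45.8% for *col* genes, 0% to 16.7% for *vit* genes and 0% to 10.5% for zygotic embryo genes. The median difference of the peptide effects of these 9 sets and of the oocyte genes, tested by camera under the other settings after seeing the data, kept its sign and its side of 0.05 in 79 cases, lost the call in 16 (7 of them F-box genes), gained one in 1 and changed sign in 4 (nuclear hormone receptors 0.012 under TMM rescaling and 0.13 under quantile normalization, Wnt -0.060 and F-box genes -0.32 with the *msp* level, the last with an adjusted p of 0.0128). With 1 library left out it lost the call in 9 cases and changed sign in 9, which were 5 of nuclear hormone receptors (-0.11 to 0.12 across these fits) and 4 of F-box genes (-0.088 to 0.32). One of the 5 also passed 0.05, without EV0S repeat 3 (adjusted p = 0.0315). The cause was not tested.

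Of the named genes' values under the alternatives that keep all libraries, 1135 kept direction and call, 79 lost the call, 28 gained one and 22 changed sign. Those of the log2 fold change between EVPS and EV0S were C32H11.3 0.0030 and *hsp-1* 0.0055 (TMM rescaling), C07D8.6 -0.037, *cysl-2* -0.014, C32H11.3 0.17, *nit-1* 0.094, *ptps-1* 0.052, F56D5.3 0.092, *hsp-12.3* 0.019, *ceh-58* 0.047, *txt-7* 0.071, *txt-8* 0.072, *lin-44* 0.0091, *rpn-6.1* -0.0075 and *clec-41* -0.031 (quantile normalization), C32H11.3 0.047, *ptps-1* 0.048, *hsp-1* 0.013 and *ceh-58* 0.012 (length trend removed) and *hsp-1* 0.00066 (*msp* level). Between AB0S and EV0S, *apl-1* was -0.033 with the length trend removed and -0.10 with the *msp* level, and from -0.089 to 0.11 with 1 library left out. Of the leave-one-out values, 367 kept direction and call, 186 lost the call, 10 gained one and 61 changed sign. The ranges of the genes that changed sign were C07D8.6 -0.12 to 0.16, C32H11.3 -0.11 to 0.074, C32H11.4 -0.080 to 0.31, F55G11.1 -0.39 to 0.080, F56D5.3 -0.20 to 0.077, *ceh-58* -0.12 to 0.092, *clec-41* -0.19 to 0.17, *cysl-2* -0.25 to 0.21, *dlat-2* -0.13 to 0.020, *fbxa-161* -0.27 to 0.65, *hsp-1* -0.19 to 0.12, *hsp-12.3* -0.29 to 0.052, *hsp-12.6* -0.63 to 0.42, *hsp-4* -0.10 to 0.055, *hsp-6* -0.18 to 0.14, *hsp-60* -0.31 to 0.10, *lin-44* -0.36 to 0.045, *nit-1* -0.15 to 0.033, *paic-1* -0.30 to 0.030, *rack-1* -0.27 to 0.0095, *rpn-6.1* -0.028 to 0.16, *snx-1* -0.053 to 0.14, *stdh-1* -0.011 to 0.10, *txt-1* -0.29 to 0.48, *txt-4* -0.11 to 0.11, *txt-5* -0.067 to 0.13, *txt-7* -0.57 to 0.33, *txt-8* -0.23 to 0.024 and *unc-54* -0.31 to 0.24. The cause was not tested.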

Differences from the paper's values

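Between ABPS and AB0S, 0 genes passed an adjusted p below 0.1 (3034 with an unadjusted p below 0.05), against the paper's 301. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. It was 7 without the replicate block, 2427 with only these 2 groups fitted, 1 under quantile normalization and 720 without ABPS repeat 2, and 0 under the others, with a smallest adjusted p of 0.279 in the fit of all 12 libraries. With the *msp* level in the model, chosen after seeing the values, it was 3.

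For 47 genes of Figures S3B to D and S4E, log2 fold changes between EVPS and EV0S were read by eye, and 9 of them differed. A gene was taken to differ where its sign was the other one or the gap exceeded its error. The error here is the SD of the log2 fold change between the same-numbered pairs. For *hsp-1*, *hsp-4*, *rack-1*, *dlat-2* and *txt-4*, whose values lie near 0, the difference is one of sign alone. Their gaps lie within the error (0.38, 0.19, 0.38, 0.19 and 0.22). The gaps of *hsp-1* and *hsp-4* are smaller than the standard errors here (0.14 and 0.07). For *cyp-34A7* it was 1.07, against the paper's about 1.4 in Figure S3B, read by eye, and under quantile normalization (1.22) the difference was within the error, but under none of the other alternatives set before the data were examined. For *sod-3* it was -0.32, against the paper's about -0.52 in Figure S3B, read by eye, and without EV0S repeat 2 (-0.58), alone among those alternatives, it was within the error. The gap of *sod-3* exceeds its error of 0.14 but is smaller than its standard error of 0.38. For *hsp-1* it was -0.0019, against the paper's about 0.03 in Figure S3D, read by eye. TMM rescaling, removal of the length trend, and leaving out EV0S repeat 1, EV0S repeat 2, EVPS repeat 1 or EVPS repeat 2 gave it the sign of the figure. The other alternatives set before the data were examined did not. For *hsp-4* it was -0.013, against the paper's about 0.01 in Figure S3D, read by eye, and leaving out 1 of the same 4 libraries, but no other alternative, gave it the sign of the figure. For *rack-1* it was -0.10, against the paper's about 0.03 in Figure S4E, read by eye, and for *dlat-2* -0.054, against about 0.03 there. Without EV0S repeat 1 both had the sign of the figure, *dlat-2* also without EVPS repeat 2, and under the other alternatives neither had it. For *txt-13* it was -0.65, against the paper's about -0.07 in Figure S4E, read by eye, and for *txt-8* it was -0.11, against about -0.73 there. None of the alternatives set before the data were examined closed either gap (from -0.78 to -0.48 for *txt-13* and from -0.23 to 0.072 for *txt-8*). The 2 readings look interchanged against these values, and the paper gives *txt-13* as reduced in Figure 4c. A slip in the labels of Figure S4E or in the reading was not ruled out. For *txt-4* it was 0.018, against the paper's about -0.09 in Figure S4E, read by eye, and without EV0S repeat 2 (-0.077) or EVPS repeat 3 (-0.11), but under no other alternative, it had the sign of the figure.

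In Figure 4c the paper lists *cyn-17* among the genes with significantly changed expression, and here its log2 fold change of -0.51 had an adjusted p of 0.103. It passed with a mean value of at least 10 (0.0911), without the replicate block (0.0826), under TMM rescaling (0.0974) and with the length trend removed (0.0898), and with the *msp* level in the model (0.0494), which was chosen after seeing the values, and its adjusted p ranged from 0.0494 to 0.386 over all alternatives. The paper gives *hsp-16.2* as reduced, and here its fall of -0.39 had an adjusted p of 0.151. It passed without the replicate block (0.0837), without EV0S repeat 3 (0.0983), without EVPS repeat 3 (0.0414) and with the *msp* level (0.0756), chosen after seeing the values, over a range from 0.0414 to 0.481. For the target genes, chaperones and transcellular chaperone signaling genes of Figures S3B to D and S4E, the paper states changed expression without a test, and 3 of the 47 passed here (*cyp-34A7*, *hsp-12.2* and *txt-13*). Among the others, *ida-1* passed under 10 of 20 settings (pseudocount 5, a mean value of at least 10, no replicate block, TMM rescaling, quantile normalization, robust eBayes, removal of the length trend, the *msp* level, and without EV0S repeat 3 or EVPS repeat 3), and C09B8.4, *hsp-6*, *hsp-60*, *paic-1* and *rack-1* passed without EV0S repeat 3 and *irg-4* with the *msp* level, the last chosen after seeing the values.

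The paper names proteasome degradation among the groups of changed genes at high Aβ, and here 0 of the 33 proteasome subunits passed (0 with an unadjusted p below 0.05), although other genes of that category were not tested as a set. The paper names Wnt signaling, for which the list used here had an adjusted p of 0.0971, with 5 of 30 genes changed. It passed 0.05 without EVPS repeat 3 (0.0118) and with the *msp* level in the model (0.00152), chosen after seeing the values, over a range from 0.00152 to 1. The introduction lists several nuclear hormone receptors and a gene of transcellular chaperone signaling among genes whose expression rose. Here 3 nuclear hormone receptor genes rose and 12 fell, and *txt-13* fell by 0.65 on the log2 scale. The paper describes the peptide's changes of gene groups as absent at low Aβ, and here the proteasome subunits rose at low Aβ by a median of 0.19 on the log2 scale, in all 3 same-numbered pairs.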

Other observations

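All of the tests in this part were chosen only after the result they bear on had been seen.

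The 1399 genes between EVPS and EV0S were compared with the other splits that swap the peptide label within same-numbered pairs. Of the 4 splits, 1 gave as many genes, the real one. Swapping repeat 1 or repeat 2 gave 0 genes (492 and 273 with an unadjusted p below 0.05), and the split that swaps both, which parts the libraries of repeat 3 from the others, gave 392. Of the same 4 splits, 1 gave as many gene sets as the 5 of the real split, the real one, and the others gave 0, 0 and 1. Between ABPS and AB0S, 4 of the 4 splits gave as many genes as the real one, which says nothing, since the real one gave 0 and no split can give fewer. It gave 3034 genes with an unadjusted p below 0.05, against at most 1212 in the other 3. With 4 splits no share below 0.25 is possible, so the 1399 genes and the 5 gene sets cannot be told apart from an arrangement by chance.

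EV0S repeat 3 lies beside the AB0S libraries on the first principal component, with a score of 25.05, and the other EV0S libraries lie on the opposite side. A swap with a library fed Aβ RNAi bacteria is unlikely, since its *rol-6* value was 7109 and the highest of the AB0S and ABPS libraries was 4410. The trend with exon length held 1.07% of the variance of its deviations from the mean of the 12 libraries, and its score with this trend removed was 24.68, so at most a small part of its place follows gene length. Its 10 highest genes held 6.37% of the sum of its values, so a larger share of a few high genes does not place it there. Whether a smaller share does cannot be told. AB0S had 6.92% to 7.67%, EV0S repeats 1 and 2 had 7.87% and 7.4%, and this library lay below all of them. Its sum of 24082771 was below the sums of the other 11 libraries, and the depth behind it is unknown. The *msp* genes had a median weight on the component at percentile 0 of 10000 random gene lists of like expression, and their level in this library was 7, so a different share of sperm RNA remains as a candidate explanation. Zygotic embryo markers were at percentile 100 of the random lists, with a mean level of 6.66 in this library, 5.91 in both other EV0S libraries and 6.43 to 6.59 in AB0S. That list was written after the component had been seen, so it cannot tell. The *col* genes were at percentile 0 too. No condition in the labels sets this library apart.

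ABPS repeat 2 scored 26.29 on the first component, against -3.97 and -24.19 for ABPS repeats 1 and 3, and its *msp* level was 6.93, against 7.96 and 8.33. Between ABPS and AB0S the camera test placed the *col*, *msp* and muscle genes above all other genes (median log2 fold changes of 0.68, 1.18 and 0.44, adjusted p of 9.97e-11, 6.62e-13 and 1.13e-08) and the F-box and nuclear hormone receptor genes below them (medians of -0.21 and -0.14, adjusted p of 1.40e-05 and 0.000119). These directions were the same under TMM rescaling, quantile normalization and removal of the length trend, and with the *msp* level in the model the F-box and nuclear hormone receptor medians changed sign (0.12 and 0.03). Between EVPS and EV0S the medians of the F-box, nuclear hormone receptor and *msp* genes were -0.15, -0.15 and -0.03 (camera adjusted p = 0.157, 0.00131 and 0.689). Against 10000 random gene lists of like expression they lay at percentiles 59.64, 20.16 and 95.18. Under quantile normalization these medians were 0.01, 0.00 and 0.08.

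Of the transcription factors that the paper tests by RNAi, *hsf-1* rose between EVPS and EV0S by 0.34 on the log2 scale (limma adjusted p = 0.0511, higher in 3 of 3 pairs), and its difference from the effect at low Aβ was 0.45 (limma adjusted p = 0.0772). The log2 fold changes of *daf-16* and *skn-1* were 0.21 and 0.22 (limma adjusted p = 0.125 and 0.116, each higher in 3 of 3 pairs). That of *pqm-1* was -0.19 (limma adjusted p = 0.2, lower in 3 of 3). Over the settings and libraries left out, *daf-16* passed in 6 of 20, *skn-1* in 5 and *pqm-1* in 0. Without the replicate block the limma adjusted p of *daf-16* and *skn-1* was 0.0548 and 0.048. For *rpn-6.1*, *clec-41*, *asp-12* and *apl-1* the log2 fold changes were 0.08, 0.04, 0.35 and -0.18, with adjusted p between 0.277 and 0.945. The paper's qPCR reference gene *cdc-42* rose from 5525 ± 224 to 6391 ± 237 (mean ± SD, n = 3), a log2 fold change of 0.21 (limma adjusted p = 0.0756, higher in 3 of 3 pairs). The level of *hsp-16.2* was 827 ± 28.6 in EV0S and 380 ± 42.3 in AB0S (mean ± SD, n = 3), a log2 fold change of -1.13 (limma adjusted p = 0.0165, lower in 3 of 3 pairs), which is a larger change than the peptide's.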
